# Carboplatin-resistance-related DNA damage repair prognostic gene signature and its association with immune infiltration in breast cancer

**DOI:** 10.3389/fimmu.2025.1522149

**Published:** 2025-01-29

**Authors:** Shuwen Dong, Anqi Li, Ruixin Pan, Jin Hong, Zheng Wang, Kunwei Shen

**Keywords:** breast cancer, carboplatin resistance, DNA repair genes, immune infiltration, TONSL

## Abstract

**Introduction:**

Breast cancer is among the most prevalent malignant tumors globally, with carboplatin serving as a standard treatment option. However, resistance often compromises its efficacy. DNA damage repair (DDR) pathways are crucial in determining responses to treatment and are also associated with immune infiltration. This study aimed to identify the DDR genes involved in carboplatin resistance and to elucidate their effects on prognosis, immune infiltration, and drug sensitivity in breast cancer patients.

**Methods:**

A 3D-culture model resistant to carboplatin was constructed and sequenced. Co-expressed DDR genes were analyzed to develop a predictive model. Immune infiltration analysis tools were employed to assess the immune microenvironment of patients with varying expression levels of these risk genes. Additionally, drug sensitivity predictions were made to evaluate the efficacy of other DNA damage-related drugs across different risk groups. Molecular assays were performed to investigate the role of the key gene TONSL in breast cancer.

**Results:**

By integrating data from public database, we established a prognostic signature comprising thirteen DDR genes. Our analysis indicated that this model is associated with immune infiltration patterns in breast cancer patients, particularly concerning CD8+ T cells and NK cells. Additionally, it demonstrated a significant correlation with sensitivity to other DDR-related drugs, suggesting its potential as a biomarker for treatment efficacy. Compared to the control group, TONSL-knockdown cell lines exhibited a diminished response to DNA-damaging agents, marked by a notable increase in DNA damage levels and enhanced drug sensitivity. Furthermore, single-cell analysis revealed elevated TONSL expression in dendritic and epithelial cells, particularly in triple-negative breast cancers.

**Conclusions:**

Carboplatin resistance-related DDR genes are associated with prognosis, immune infiltration, and drug sensitivity in breast cancer patients. TONSL may serve as a potential therapeutic target for breast cancer, particularly in triple-negative breast cancer, indicating new treatment strategies for these patients.

## 1 Introduction

Breast cancer is one of the most prevalent malignant tumors worldwide. According to cancer statistics published in early 2024 by the American Cancer Society in the journal CA Cancer J Clin (1), it remains the most frequently diagnosed cancer and the second leading cause of cancer-related deaths in women. Triple-negative breast cancer (TNBC) accounts for 15–20% of the total population (1). Compared with hormone receptor-positive and HER2-amplified tumors, TNBC is the most aggressive subtype, with higher recurrence rates, earlier mortality in operable stages (2), and shorter overall survival in patients with inoperable tumors (3, 4).

Cytotoxic chemotherapy remains the most common systemic treatment options for TNBC patients (5). It mainly includes protein synthesis inhibitors like paclitaxel; DNA synthesis inhibitors such as alkylating agents (e.g., cyclophosphamide), platinum-based compounds (e.g., cisplatin and carboplatin), and topoisomerase inhibitors; as well as RNA synthesis inhibitors, like anthracyclines (e.g., doxorubicin). Carboplatin, alone or in combination with other drugs, is a first-line chemotherapeutic agent for breast cancer, particularly TNBC (6). Clinical trials have demonstrated its therapeutic benefits in TNBC. The BrighTNess trial showed significantly higher pCR rates in carboplatin-containing groups (53% and 58%, respectively) compared to paclitaxel alone (31%) during neoadjuvant treatment (7). Consistent benefits of carboplatin combination therapy were observed in two other clinical trials (8, 9). Carboplatin induces apoptosis in tumor cells by disrupting normal DNA function through intrastrand and interstrand cross-linking (10). Despite its efficacy, resistance to carboplatin remains a significant challenge. Many TNBC patients develop resistance to carboplatin, leading to incomplete eradication of lesions or even progression of the disease due to uncontrolled tumor growth. This resistance contributes to a poorer prognosis and lower survival rates, particularly within the first three years post-treatment (11, 12). Moreover, the complexity and heterogeneity of breast cancer also lead to varying responses to carboplatin (6). However, the specific mechanisms underlying carboplatin resistance in TNBC remain largely unknown.

Previous studies indicated that variations in DNA damage repair (DDR) significantly influence drug sensitivity. During cancer evolution, most cancers lose their key DDR pathways (13, 14). While normal cells can still respond to damage appropriately, tumor cells with defective or enhanced DDR mechanisms often evade complete eradication, leading to adverse events such as recurrence and metastasis. For example, glioma stem cells exhibit elevated DNA damage response, making them resistant to radiotherapy (15). As a result, researchers hypothesize that inhibiting the DDR could improve the effectiveness of both radiotherapy and chemotherapy. Additionally, the DDR influences tumor immunogenicity, including tumor cell-autonomous responses and tumor cell-microenvironment interactions (16, 17). DDR deficiency can stimulate the innate immune system or enhance adaptive immune recognition of tumors by increasing the activation of the STING pathway (18). However, how DDR-related genes impact immune infiltration and drug sensitivity in breast cancer remains unclear.

In recent years, 3D culture model has been increasingly utilized in anti-tumor drug research. This model overcomes the limitations of traditional 2D *in vitro* cultures, offering more valuable insights into cell-cell and cell-matrix interactions, as well as heterogeneity and structural complexity. It retains more physiologically relevant states of tumors *in vivo* and provides a more clinically representative response to therapeutic drugs (19). Comparative studies of gene and protein expression indicate that levels of metabolism, cellular stress response, structure, signal transduction, and cellular transport proteins are higher in spheroids than in 2D cultured cells (20). Moreover, it allows for the evaluation of the tumor microenvironment’s (TME) impact on tumors, bridging the gap between 2D culture models and the *in vivo* ecosystem.

In this study, we constructed a DDR gene-based classification model using transcriptomic data from the 3D carboplatin-resistant model (CBRD) to explore its potential prognostic value. According to the risk score, we divided breast cancer patients into high- and low-risk groups and compared their prognosis, biological characteristics, pathway enrichment, and impact on immune infiltration and drug sensitivity. Specifically, we further explored this model in TNBC. Finally, we conducted single-cell analysis and functional studies on key genes identified within the model.

## 2 Methods and materials

### 2.1 2D cell culture

Immortalized human triple-negative breast cancer cell lines MDA-MB-231 and 293T cells was obtained from the American Type Culture Collection (ATCC; Manassas, VA, USA). The cells were cultured in complete DMEM (BasalMedia, Shanghai, China) containing 10% Fetal Bovine Serum (Lonsa Science SRL, Uruguay) at 37°C with 5%CO_2_.

### 2.2 3D cell culture

The 3D on-top culture model was constructed as previously described (21–23). Briefly, all the necessary materials were prechilled one day in advance. The BME gel needed to be thawed at 4°C one day in advance. The surface of the prechilled 6-well plate was coated with a thin layer of 500ul BME (Cultrex UltiMatrix Reduced Growth Factor Basement Membrane Extract, R&D Systems, MN, USA) evenly with prechilled pipette tip and incubate for 15-30 min at 37°C to allow the BME to gel. The cells were trypsinized from a monolayer to a single-cell suspension. Then pelleted the cells by centrifugation at ~115 g and resuspended cells in half the “medium volume” (1ml) and plate onto the coated surface. The cells were allowed to settle and attach to the BME gel for 10-30 min at 37°C. The remaining medium (1ml) was chilled on ice and add BME to 10% volume then added the BME-medium mixture to the plated culture. The culture was maintained with or without indicated drugs. BME-medium mixture was replaced every 2 days. The 3D spheroids were treated with organoid harvest solution to dissolve the Matrigel, followed by centrifugation to remove the gel, yielding cell spheroids.

### 2.3 Transcriptome sequencing

Total mRNA was extracted via TRIzol (Invitrogen, USA). RNA integrity was assessed via the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Total RNA was used as input material for the RNA sample preparations. Briefly, mRNA was purified from total RNA via poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in First Strand Synthesis Reaction Buffer (5X). First-strand cDNA was synthesized via random hexamer primers and M-MuLV reverse transcriptase (RNase H-). Second-strand cDNA synthesis was subsequently performed via DNA polymerase I and RNase H. The remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of the 3’ ends of the DNA fragments, adaptors with hairpin loop structures were ligated to prepare for hybridization. To preferentially select cDNA fragments 370~420 bp in length, the library fragments were purified with the AMPure XP system. Then, PCR was performed with Phusion High-Fidelity DNA polymerase, universal PCR primers and Index (X) primers. Finally, the PCR products were purified (AMPure XP system), and library quality was assessed on an Agilent Bioanalyzer 2100 system.

### 2.4 Construction of a risk score system based on DDR genes

To begin with, the DDR genes related to carboplatin-resistance were analyzed by the R package ‘DESeq2’. We compared the differentially expressed genes from the transcriptomic data of the 3D culture model. These genes were then intersected with the DDR-related gene list compiled by Alyssa L Smith et al. (24) to obtain the carboplatin-resistance related DDR genes, as illustrated in the Venn diagram. The prognostic relevance of these genes was evaluated in breast cancer patients from the TCGA database by univariate Cox regression analysis. Genes with significant impact (p<0.05) on prognosis passed through the LASSO regression for variable selection and shrinkage. The analysis generated the crucial genes participating in model construction and their corresponding coefficients by the “glmnet” R package (25). Finally, the CBRD score was calculated using the formula below, where Coefi is the coefficient and Expi is the expression value of each crucial gene.

$$CBRD\;score=\sum_{i=1}^{n}Coef_{i}\times Exp_{i}$$

### 2.5 Plasmid and shRNA transfection

The shRNA sequences used were obtained from Zorinbio (Shanghai, China). When 293T cells in the 6-well plate reached 80–90% confluency, the target plasmid containing shRNA, tool plasmid DR8.9 and VSVG were mixed with Opti-MEM. Lipofectamine 3000 (Life Technologies-Invitrogen, USA) was added to the 293T cell culture medium. After 48 h, the viral supernatant from 293T cells was collected and added to the MDA-MB-231 cell culture medium, supplemented with 10 µg/ml polybrene. Forty-eight hours later, MDA-MB-231 cells with (virus group) or without virus (control group) were treated with 2 µg/ml puromycin. When the control group cells were all killed, the surviving cells in the virus group were considered to be successfully constructed.

### 2.6 Expression level of mRNA by RT−qPCR

mRNA was isolated from 6-well plate cells with 90~100% confluency. cDNA was reversely transcribed by RT SuperMix kit (Vazyme, Nanjing, China). RT−qPCR was performed using SYBR Green Master Mix (Vazyme, Nanjing, China). The data were analyzed via the △△CT method, with GAPDH used as a housekeeping gene. The primers used were as follows: TONSL forward, 5’-CCGCCTCTATCTCAACCTGG-3’; TONSL reverse, 5’-AGGTCCTCGTAAAGGTGGTTC-3’.

### 2.7 Viability measurements

Three thousand cells were seeded into a 96-well plate. After 24 h, the cells were treated with the indicated doses of drugs for 72 h. A Cell Counting Kit-8 (Dojindo, Japan) was used to assess cell viability. The absorbance at a wavelength of 450 nm was measured for each well. The half-maximal inhibitory concentration (IC50) was used to assess the sensitivity of the cells to the drugs.

### 2.8 Comet assay

A comet assay was performed as previously described (26). Briefly, the cells were treated as indicated, mixed gently with 0.08% low-melting point agarose, spread on glass slides prepared with a 0.08% normal melting point agarose layer, and a coverslip was added on top. Once dried, the coverslips were removed, and the slides were then submerged in precooled lysis buffer at 4°C for 60 min. After rinsing, the slides were then placed in an electrophoresis apparatus with running buffer just covered and run for 20 min at 25 V. Then, the samples were stained with nucleic acid dye and captured under an Olympus IX81 confocal microscope.

### 2.9 Immunofluorescence

Cells were seeded on 4-chamber glass bottom dishes (Cellvis, CA, USA) and incubated overnight in culture medium at 37°C with 5%CO_2_. The cells were treated with the indicated drugs at the indicated dosages. After treatment, the cells were fixed with 4% paraformaldehyde and permeabilized with 0.05% Triton X-100 in PBS at room temperature. The cells were then blocked with 5% BSA for 1 hr, incubated overnight with the indicated primary antibodies at 4°C and then exposed to secondary antibodies and DAPI. The images were observed with a ZEISS LSM880 Airyscan.

### 2.10 SDS−PAGE and western blotting

Total protein was isolated from the cells via lysis buffer containing a protease inhibitor cocktail (MCE, NJ, USA). The proteins were separated by SDS−PAGE and transferred onto PVDF membranes. After being blocked with 5% nonfat milk powder for 1 hr, the PVDF membrane was incubated with the target primary antibody overnight at 4°C, followed by secondary antibody incubation for 1 hr at room temperature. The image of the target band was visualized with a chemiluminescence kit.

### 2.11 Bioinformatics analysis

The breast cancer expression data and survival information files were downloaded from the TCGA (The Cancer Genome Atlas) database and GEO database, including GSE20685 (302 samples) and GSE86166 (355 samples), via R software. Single-cell RNA sequencing data were obtained from the EMTAB8107, GSE150660, GSE161529 and GSE176078 datasets. To ensure consistency in data analysis, the RNAseq raw read count from the TCGA database was converted to fragments per kilobase of exon model per million mapped fragments (FPKM) and subsequently log-2 transformed. The data of the GEO database were sourced from the Affymetrix^®^ GPL570 platform (Human Genome U133 Plus 2.0 Array). We reannotated the probe sets of the GPL570 array for genes by mapping all probes to the human genome (hg38).

### 2.12 Single-cell RNA sequencing analysis

Genes expressed in fewer than three cells were excluded, and cells expressing fewer than 200 genes were filtered out. A scrublet was used to remove the doublets. Further quality control was performed on the basis of the percentage of mitochondrial gene counts, filtering out cells with > 16.38% mitochondrial gene counts. We then applied library size normalization via the “scanpy.pp.normalize_total” function in Scanpy to normalize the data matrix.

Dimensionality reduction and unsupervised clustering were performed on the basis of the workflow in Scanpy. The “scanpy.pp.highly_variable_genes” function was used to select highly variable genes for downstream analysis, identifying the top 4000 highly variable genes. We then regressed out the effects of total counts and the percentage of expressed mitochondrial genes for each cell via the “scanpy.pp.regress_out” function. Additionally, we scaled each gene to unit variance via “scanpy.pp.scale” with the parameter “max_value = 10.” After data preprocessing, we reduced the dimensionality of the data via principal component analysis (PCA). To remove batch effects from different datasets, we executed batch integration with the parameters “n_pcs = 47” using “sc.external.pp.harmony_integrate.” Finally, we used UMAP implemented by the “scanpy.tl.umap” function to further reduce the dimensionality of the merged dataset, followed by clustering the cell neighborhood graph via the Leiden clustering method.

### 2.13 Xenograft mouse model

A total of 5×106 MDA-MB-231 shNC or shTONSL cells were injected subcutaneously into the flanks of 4–6-week-old female nude mice. The tumor volume and mouse weight were observed and measured every two to three days. Once the tumor volume reached approximately 50 mm3, carboplatin at a dosage of 100 mg/kg was administered via intraperitoneal injection once a week until sacrifice.

### 2.14 Assessment of immune infiltration

The immune-related signature gene sets were used to compare the differences in the expression of immune-related markers between the two groups. Various immune infiltration scoring algorithms, including TIMER, CIBERSORT, QUANTISEQ, MCPCOUNTER, XCELL, and EPIC, were applied. Additionally, the ESTIMATE score and ssGSEA were used to further assess tumor purity.

### 2.15 Prediction of drug sensitivity

The evaluation of differences in drug susceptibility to DNA damage or genome stability-targeting drugs among patients with different risk scores was primarily conducted via the Genomics of Cancer Drug Sensitivity (GDSC) database (27) and machine learning models for prediction. The R package ‘oncoPredict’ (28) was used to calculate the estimated IC50 values and determine significant differences. Compounds from the GDSC1 and GDSC2 databases mainly targeting DNA damage and genomic stability were selected for drug sensitivity analysis (**Supplementary Table S2**). The expression data and drug response data of cell lines from GDSC1 and GDSC2 were used as training datasets, respectively. The estimated IC50 of compounds for the target patients was calculated through the ‘calcPhenotype’ function. Subsequently, the patients were divided into two risk groups based on the CBRD score, and statistical tests were performed on the estimated IC50 between the two groups.

### 2.16 Statistical analysis

All expression data analysis and statistical analyses were performed via R and R Studio software (R 4.3.3). Student’s t test or the Wilcoxon test was used to compare significant differences between groups. Univariate Cox regression models and Kaplan−Meier curves were used to analyze survival. A two-tailed p value test was conducted, with statistical significance defined as p < 0.05.

## 3 Results

### 3.1 Establishment of a 3D culture model of the MDA-MB-231 cell line and drug treatment

3D culture is increasingly favored for exploring gene functions and signaling pathways (29). It captures various aspects of cancer biology by mimicking the *in vivo* tumor structure (30). Dhimolea et al. (31) used a 3D culture model to simulate drug-persistent residual tumors. **Figure 1** illustrates a visual flowchart of the study design with. We cultured the MDA-MB-231 cell line under 3D conditions. After sphere formation, 100 µM carboplatin was added to the medium, and the cells were continuously cultured for 15 days (**Figure 2A**). The gel was then dissolved, and the surviving cells were collected for RNA sequencing. The control group was defined as carboplatin-sensitive group, while the surviving cells from the carboplatin-treated group were considered carboplatin-resistant. 

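The sequenced samples were 3 carboplatin-resistant samples, collected after 15 days with 100 µM carboplatin, and 3 carboplatin-sensitive samples, collected at the same day with 0 µM carboplatin. MDA-MB-231 is a human triple-negative breast cancer cell line, and in this model its cells grow as spheres on a basement membrane gel. Libraries were made from mRNA captured by its poly(A) tail. The authors deposited the number of reads counted on each of 58735 genes, listed by Ensembl identifier, without normalization. The paper's text does not name the aligner, the counting tool, the genome build or the use of strand for these samples, so reads of overlapping genes and of near-identical gene copies can be split between genes in these counts. Total counts per sample ranged from 15955947 to 16624471 in the carboplatin-resistant group, with a median of 16006581, and from 16245526 to 16861422 in the carboplatin-sensitive group, with a median of 16816677. The number of genes with at least 1 count was 18259 in resistant replicate 1, 24948 in resistant replicate 2 and 26433 in resistant replicate 3, against 24633, 25088 and 25279 in sensitive replicates 1, 2 and 3. Resistant replicate 1 lay apart from the other 2. The standard deviation of its log2 difference in expression across genes was 1.11 to resistant replicate 2 and 1.32 to resistant replicate 3, while these 2 samples differed from each other by 0.57. The corresponding values between sensitive replicates were 0.65, 0.65 and 0.32. Sensitive replicates 2 and 3 were far closer to each other than any other samples of a group, with a chi-square per gene of 2.38 between their counts against 34.2 to 189 for the other pairs, where sampling alone gives 1. They were counted as 2 replicates, as labelled, but these values cannot show that they come from independent cultures. Fits that keep only 1 of them are given with the DEGs. The counts were normalized here with edgeR's TMM method, and genes with too few counts were removed with its filterByExpr function, which left 16171 genes. The carboplatin-resistant group was compared with the carboplatin-sensitive group by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes with an adjusted p-value under 0.05 were taken as differentially expressed genes (DEGs), with no minimum fold change. The paper's methods name DESeq2 for this comparison, which was run as an alternative. The biological coefficient of variation was 0.34 over both groups. It was 0.18 within the carboplatin-sensitive group, 0.44 within the carboplatin-resistant group and 0.22 in the carboplatin-resistant group without replicate 1.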

Compared to the carboplatin-treated group, the control group exhibited larger and more irregularly shaped spheres.

**Figure 1:**
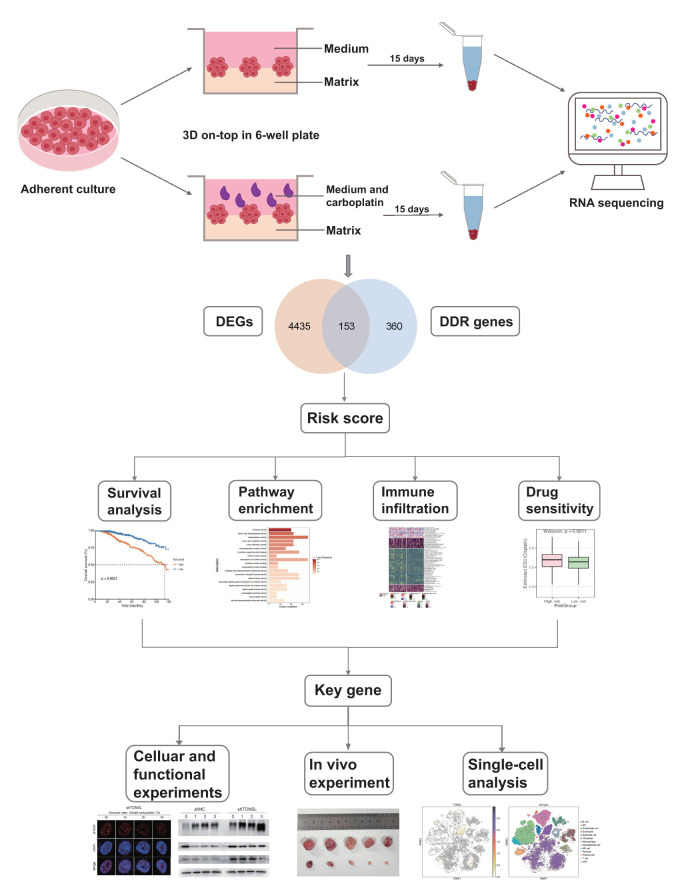
Flow chart of the study. Carboplatin-resistant and -sensitive models were established by 3D culture system and performed transcriptome sequencing, identifying 153 DDR genes associated with carboplatin resistance. By integrating these findings with TCGA data, we conducted univariate regression analysis to identify candidate genes associated with prognosis. Subsequently, we applied a LASSO regression model to construct a 13-gene risk score system. This system was further analyzed for pathway enrichment, immune infiltration, and drug sensitivity between high- and low-risk groups. Within this model, we selected TONSL as a key gene and conducted molecular experiments to investigate its roles in DNA damage repair and immune infiltration.

**Figure 2:**
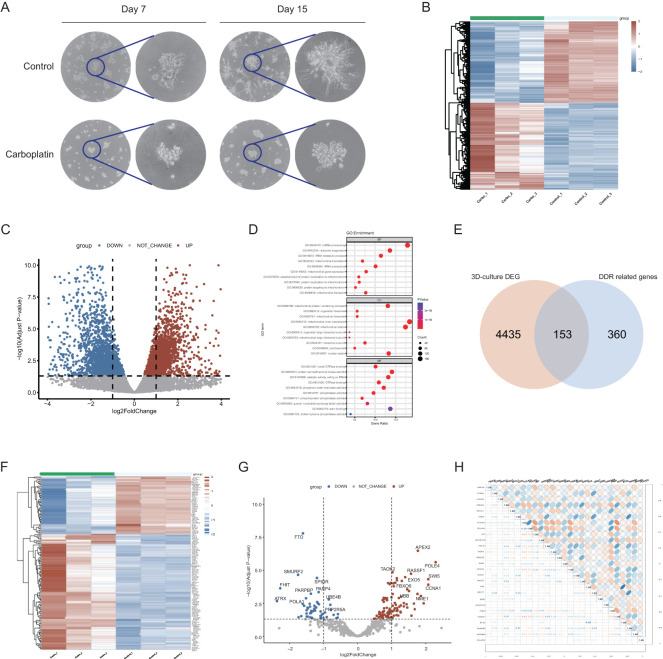
Establishment of 3D-culture model and identification of carboplatin resistance-related DDR genes. **(A)** The morphology of the 3D culture model on days 7 and 15 with Overview image and zoomed-in image. **(B)** Heatmap of expression profiles of 3D-culture model comparing carboplatin-treated group to control group. Red blocks represent genes with upregulated expression. Blue blocks represent genes with downregulated expression. **(C)** Volcano plot of expression profiles of 3D-culture model comparing carboplatin-treated group to control group. **(D)** GO enrichment analysis of the differentially expressed genes of 3D-culture model. The top 10 enriched pathways are displayed for each category. **(E)** The intersecting genes between the DEGs of 3D culture model and DDR gene list. **(F)** Heatmap of expression profile of 153 overlapped DDR genes in carboplatin-treated group compared to control group. Red blocks represent genes with upregulated expression. Blue blocks represent genes with downregulated expression. **(G)** Volcano plot of expression profile of 153 overlapped DDR genes. **(H)** Correlation heatmap among the 27 DDR genes associated with prognosis and their correlation coefficient.

### 3.2 Identification of carboplatin resistance-related DDR genes associated with clinical outcomes in patients with breast cancer

To investigate the DDR genes associated with carboplatin resistance and their impact on prognosis of breast cancer, we first obtained differentially expressed genes (DEGs) by comparing the carboplatin-resistant group to the sensitive group from the transcriptomic data of 3D culture model. Genes upregulated in the resistant group are highlighted as red blocks and dots (**Figures 2B, C**). 

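Of the 16171 genes tested, 3166 were DEGs between the carboplatin-resistant and carboplatin-sensitive groups at an adjusted p-value under 0.05, of which 1722 were upregulated and 1444 downregulated in the carboplatin-resistant group. An absolute log2 fold change of at least 1 was also reached by 2543 DEGs, 1326 of them upregulated and 1217 downregulated. At an unadjusted p-value under 0.05 there were 6317 genes. All resistant samples lay above all sensitive samples for 4037 genes and below them for 4461 genes, together 52.6% of the tested genes. For a single gene, chance gives 10% for 3 samples against 3. Genes are correlated and the share was not counted in other groupings of the samples, so 10% is no reference for this share. The alternative that moved the number of DEGs most upward was limma-voom with sample quality weights, with 10686 genes, while DESeq2 on the same genes called 5343. Single samples weighed on this number: it was 5939 without resistant replicate 1 and 4719 without resistant replicate 3, and 211, 344, 26 and 14 without resistant replicate 2 and sensitive replicates 1, 3 and 2. Among DEGs with a mean log2 CPM (a count scaled by the normalized library size) of at least 3 whose groups did not overlap, MMP3 rose most. This matrix metalloproteinase gene (ENSG00000149968) lies on the minus strand of chromosome 11 of GRCh38 from 102835801 to 102843609. Its normalized expression was 199 ± 148 CPM (SD, n = 3) in the resistant samples and 10.8 ± 3.63 CPM (SD, n = 3) in the sensitive samples, a log2 fold change of 4.21 (standard error 0.68, adjusted p = 0.0143 from edgeR's quasi-likelihood test). The next largest rises were those of the histone genes HIST1H1C, with a log2 fold change of 4.01, and HIST1H4H, with 3.71, which belong to a family of near-identical copies, followed by APOE with 3.21 and SPHK1 with 3.18, a gene that overlaps PRPSAP1 on the opposite strand. CDH4, a cadherin gene (ENSG00000179242) on the plus strand of chromosome 20 from 61252261 to 61940617, fell most. It had 8.14 ± 4.41 CPM (SD, n = 3) in the resistant samples and 132 ± 17.3 CPM (SD, n = 3) in the sensitive samples, a log2 fold change of -4.02 (standard error 0.42, adjusted p = 0.00748 from the same edgeR test). SORCS2, ANK2, DIAPH2 and CLMN followed with log2 fold changes of -3.77, -3.66, -3.48 and -3.42. Adjusted p-values of these 10 genes lay between 0.00441 and 0.024.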

Enrichment analysis revealed that DEGs were mainly associated with ncRNA processing, ribosome biogenesis and protein serine/threonine kinase activity (**Figure 2D**). 

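Genes of the processes named for the enriched terms were followed as lists compiled from gene symbols, since the GO annotation itself was not used here. The difference of each list from all other tested genes was tested with limma's camera at a preset inter-gene correlation of 0.01, with p-values adjusted over 9 lists. The 158 ribosome biogenesis genes had a median log2 fold change of 0.66 (adjusted p = 9.24e-11, camera). Of these, 56 were upregulated DEGs and 0 were downregulated DEGs, although 26 had a log2 fold change below 0. Relative to the mean of the sensitive samples, their median log2 difference was 0.73, 0.62 and 0.47 in resistant replicates 1, 2 and 3 and between -0.06 and 0.03 in the sensitive samples. For the 84 tested tRNA processing genes, which stand here for ncRNA processing outside the ribosome, the median log2 fold change was 0.41 (adjusted p = 0.000647, camera), with 26 upregulated and 4 downregulated DEGs. The 75 mitochondrial ribosomal protein genes had a median of 0.86 (adjusted p = 2.97e-09, camera), with 26 upregulated DEGs and 1 downregulated DEG; resistant replicate 1 lay at 1.41, and replicates 2 and 3 at 0.55 and 0.56. The 264 tested serine/threonine kinase genes shifted the other way, with a median of -0.36 (adjusted p = 0.00462, camera). Among them 39 were downregulated DEGs, 14.8% of the list against 8.83% of the other genes, and 18 were upregulated. Their median in resistant replicates 1, 2 and 3 was -0.74, -0.32 and -0.22. Fry asks another question, whether the genes of a list changed at all, and not whether they differed from the other genes. With fry, the ribosome biogenesis, tRNA processing and kinase lists passed an adjusted p of 0.05. The mitochondrial ribosomal protein list did not (adjusted p = 0.066). With the correlation estimated per list in camera, the smallest adjusted p of the 9 lists was 0.0766, for tRNA processing. Its estimated correlation of -0.00067 lay below the preset 0.01, so gene correlation does not explain why this list no longer passed. The estimates were 0.045 for ribosome biogenesis, 0.060 for the kinases and 0.46 for the mitochondrial ribosomal proteins. Removing the trend of each sample with transcript length brought the median of the kinase list to -0.12 (adjusted p = 0.36, camera), and the other 3 lists stayed past the threshold.

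**Figure D1:**
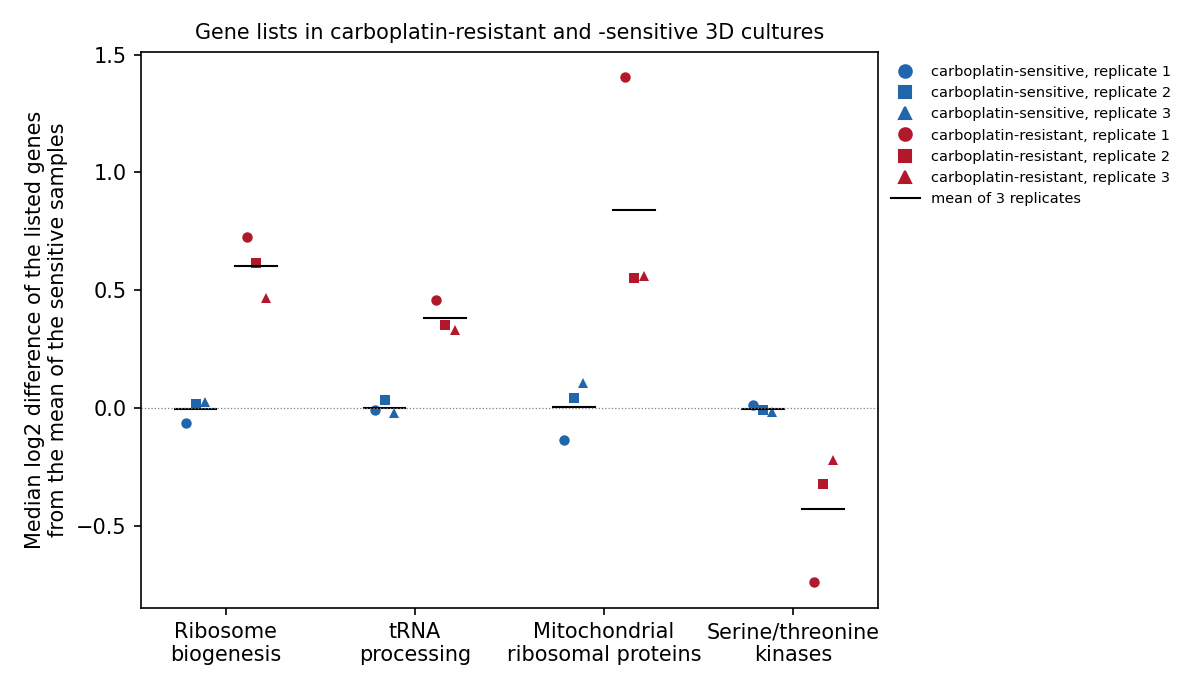
Median log2 difference of the genes of each list from the mean of the 3 sensitive samples (y axis), for 4 gene lists (x axis). Each point is 1 sample, blue for carboplatin-sensitive and red for carboplatin-resistant, and the black line is the mean of 3 replicates. For ribosome biogenesis the resistant samples sit between 0.47 and 0.73, above all sensitive samples, and for serine/threonine kinases between -0.74 and -0.22, below them.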

By intersecting the previously reported DDR gene set (23) with the above DEGs, we identified 153 DDR-related genes linked to carboplatin resistance (**Figure 2E**). 

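The published list of DDR genes was not analysed here as a whole. Its members named in the paper were followed instead, namely the 27 genes of Supplementary Table S1 and the 20 genes labelled in Fig. 2G. Of the 20 labelled genes, 19 were DEGs in the deposited counts, 10 upregulated and 9 downregulated, with adjusted p-values between 0.00986 and 0.0348 (edgeR's quasi-likelihood test). The exception was ATRX, a chromatin remodeler gene (ENSG00000085224) on the minus strand of chromosome X from 77504880 to 77786233. It had 28.8 ± 22.7 CPM (SD, n = 3) in the carboplatin-resistant group and 151 ± 47.9 CPM (SD, n = 3) in the carboplatin-sensitive group, a log2 fold change of -2.39 (standard error 0.71, adjusted p = 0.0525). Adjusted over the list alone, all 20 passed 0.05. Of the 27 genes of Table S1, 9 were DEGs, with 6 upregulated and 3 downregulated. Adjusted over the list alone, all 27 passed 0.05, with 17 upregulated and 10 downregulated and adjusted p-values from 0.000406 to 0.0381. Both lists were chosen by the study on these samples, so the counts over the lists alone are not independent evidence. For all 27 genes every resistant sample lay on the same side of every sensitive sample. The 18 genes that were not DEGs had adjusted p-values over all tested genes between 0.0502 and 0.107. DESeq2 called all 27 on the same genes and 19 on all genes with a count. With edgeR, 26 were called without resistant replicate 1, 21 without resistant replicate 3, 1 without resistant replicate 2 or sensitive replicate 1, and 0 without sensitive replicate 2 or 3, where 16 and 15 had an unadjusted p-value under 0.05. Of the 20 genes of Fig. 2G, the same fits called 20, 20, 1, 1, 0 and 0, with all 20 at an unadjusted p-value under 0.05. From the overlap of the DEGs with the published DDR gene set, the paper states that these DDR genes are linked to carboplatin resistance.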

Further analysis showed 102 upregulated and 51 downregulated genes among these 153 DDR-related genes (**Figures 2F, G**). 

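Among the 20 genes labelled in Fig. 2G, the 10 genes that rose had log2 fold changes from 0.98 for TAOK2 to 2.23 for POLE4, and the 10 that fell, with ATRX among them, from -0.84 for PPP2R5A to -2.39 for ATRX. APEX2 (ENSG00000169188), which lies on chromosome X of GRCh38 from 55000363 to 55009057 and overlaps ALAS2 on the opposite strand, rose from 51.0 ± 1.16 CPM (SD, n = 3) in the sensitive group to 168 ± 51.6 CPM (SD, n = 3) in the resistant group. FTO (ENSG00000140718), on chromosome 16 from 53701692 to 54158512, fell from 28.8 ± 1.27 CPM to 9.18 ± 1.32 CPM (SD, n = 3 each), a log2 fold change of -1.65 (standard error 0.21, adjusted p = 0.00986 from edgeR's quasi-likelihood test). After removal of the trend of each sample with transcript length, the log2 fold change of FTO was -0.41 (adjusted p = 0.465). The reads of NME1 can be split with the NME1-NME2 readthrough gene. Of the 13 genes of the risk score, 9 were higher and 4 lower in the resistant group, and their groups did not overlap. Past an adjusted p of 0.05 were GADD45A, with a log2 fold change of 1.92 (standard error 0.20, adjusted p = 0.00748), FBXO6 with 1.41 (adjusted p = 0.0205) and ZRANB3 with -1.64 (adjusted p = 0.0356), all from the same edgeR test. FBXO6 overlaps MAD2L2 and ZRANB3 overlaps RAB3GAP1 on the opposite strand. The other 10 genes had adjusted p-values between 0.0528 and 0.107. TONSL (ENSG00000160949), on the minus strand of chromosome 8 from 144428775 to 144444440, had 132, 109 and 110 CPM in resistant replicates 1, 2 and 3 and 68.0, 82.5 and 84.4 CPM in sensitive replicates 1, 2 and 3. Its log2 fold change was 0.58 (standard error 0.20, adjusted p = 0.072, and 0.0289 adjusted over the list alone). TONSL passed an adjusted p of 0.05 with DESeq2 on the same genes (adjusted p = 0.0221). It did not pass with DESeq2 on all genes with a count (adjusted p = 0.076). The GC content of its transcript is 65.3%, and removal of the trend of each sample with GC content brought its log2 fold change to 0.13 (adjusted p = 0.596). Removal of the trend with transcript length raised it to 1.02 (adjusted p = 0.0311), and removal of both trends, a setting chosen after seeing the data, gave 0.50 (adjusted p = 0.0327). Over all alternatives the log2 fold change of TONSL stayed between 0.12 and 1.02, with adjusted p-values from 0.00108 to 0.676. BTG2 had the lowest expression of the 13 genes in the sensitive group, with 0.621 ± 0.283 CPM (SD, n = 3), and a log2 fold change of 1.52 (adjusted p = 0.0613).

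**Figure D2:**
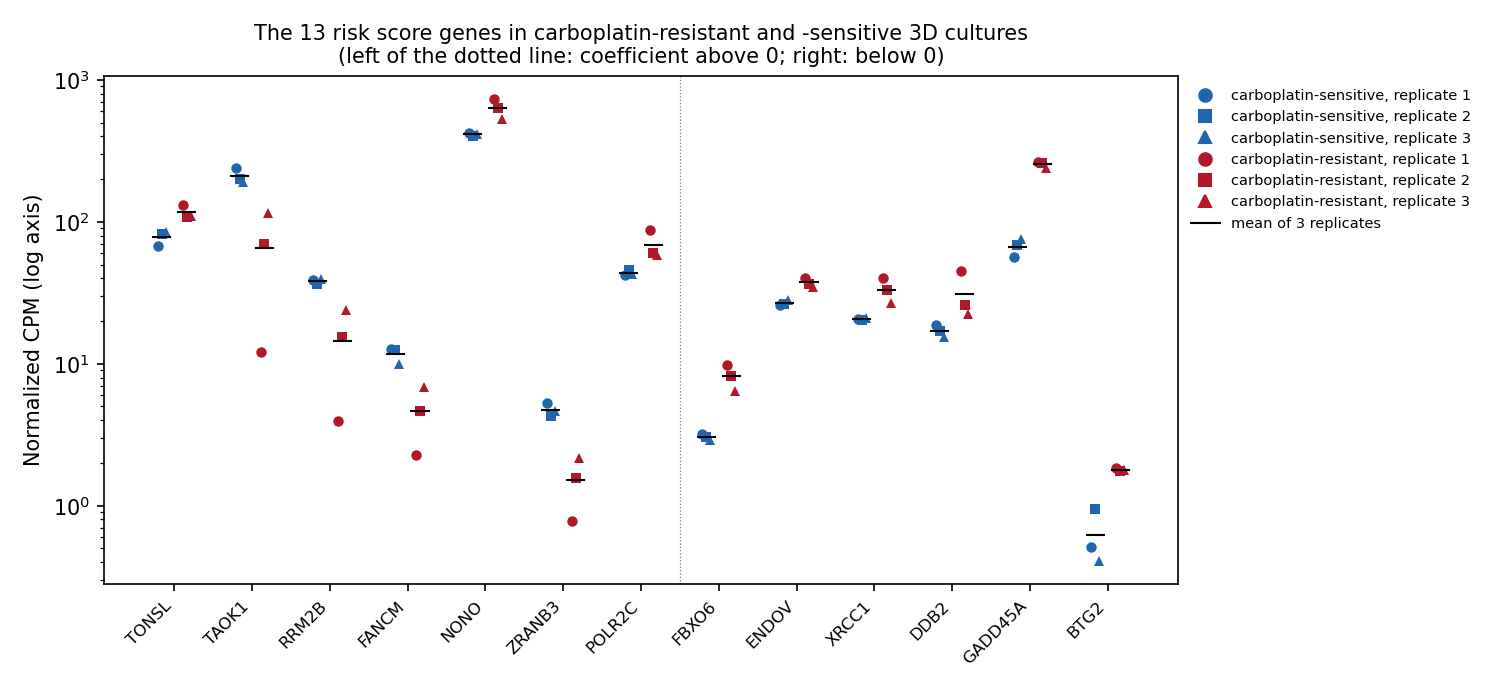
Normalized expression in CPM (y axis, log scale) of the 13 risk score genes (x axis) in the 6 samples. Blue points are carboplatin-sensitive and red points carboplatin-resistant samples, the symbol gives the replicate, and the black line is the mean of 3 replicates. The resistant samples of TAOK1, RRM2B, FANCM and ZRANB3 lie below the sensitive samples, and those of the other 9 genes lie above them.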

Subsequently, with the clinical information from TCGA, univariate Cox regression analysis identified 27 candidate prognostic genes significantly associated with overall survival (OS) (p<0.05) (**Supplementary Table S1**). The correlations heat map with correlation coefficient (**Figure 2H**) showed no strong association among the candidate genes.

### 3.3 Construction of the prognostic model of carboplatin resistance-related DDR genes

We further included these 27 genes in a least absolute shrinkage and selection operator (LASSO) regression model. Based on the optimal value of λ (**Figures 3A, B**), we identified 13 genes through the ‘glmnet’ R package to construct a prognostic model. The correlations among those genes (**Figure 3C**) and different expression levels in tumors compared with normal tissue were determined (**Figure 3D**). All genes except ENDOV showed significant differential expression. Among them, 7 genes (TONSL, TAOK1, RRM2B, FANCM, NONO, ZRANB3 and POLR2C) had coefficients greater than 0, while 6 genes (FBXO6, ENDOV, XRCC1, DDB2, GADD45A and BTG2) with coefficients less than 0. Through this 13-gene model and formula described earlier, we calculated a risk score for each patient and used the median value as the cutoff point to divide patients into two groups. The Kaplan−Meier curve indicated that the risk score was significantly associated with OS, with high-risk patients tending to have significantly worse OS (**Figure 3E**). The areas under the curve (AUCs) for the 1-, 3-, and 5-year receptor operating characteristic (ROC) curves were 0.841, 0.738, and 0.735, respectively (**Figure 3H**).

**Figure 3:**
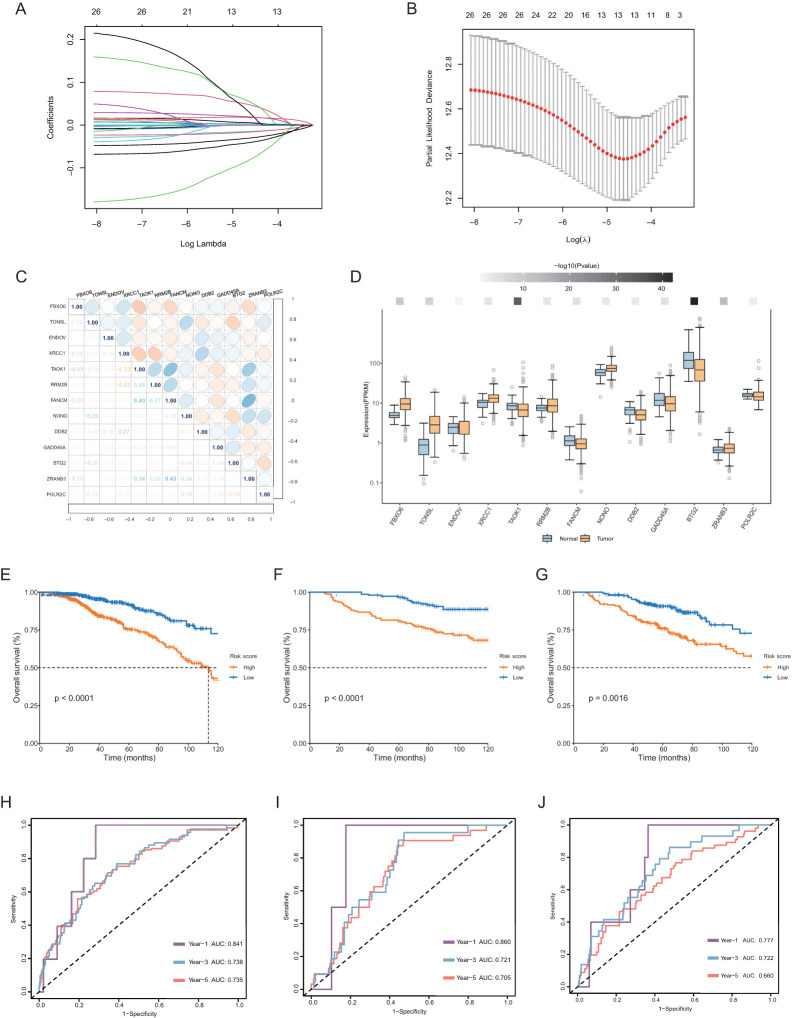
Construction of the prognostic model of carboplatin resistance-related DDR genes. **(A, B)** Charts to show the Log Lambda value and the 13 prognostic DDR genes with non-zero coefficient. **(C)** Correlation heatmap among the 13 selected genes of the risk score system and their correlation coefficient. **(D)** Differential expression of 13 genes of the risk score system in normal and tumor tissues in breast. The darker the color of the upper squares, the smaller the p-value. **(E–G)** Kaplan-Meier curve for OS in the TCGA database, GSE26085, GSE86166 datasets based on the risk score derived from the gene signature. The orange short lines represent the high-risk group, while the blue short lines represent the low-risk group. **(H–J)** ROC curve for OS in three datasets of 1, 3, 5-year.

To evaluate the performance of this risk score, we included two datasets, GSE26085 and GSE86166, for validation. Consistent with the above results, the OS rate of the high-risk group was significantly lower than that of the low-risk group (**Figures 3F, G, I, J**).

### 3.4 Biological processes and pathway activation states

To explore the biological significance of the two groups, we first analyzed the DEGs between the groups comparing high risk group to low-risk group (**Figure 4A**). Genes such as SLC6A15, NFE4, and EPHA7 were significantly upregulated in the patients with high risk. GO enrichment analysis revealed that the DEGs were involved primarily in intermediate filament organization and feeding behavior in the biological process category (**Figure 4B**), cornified envelope and apical plasma membrane in the cellular component category (**Figure 4C**), and hormone activity and serine-type endopeptidase activity in the molecular function category (**Figure 4D**). KEGG pathway analysis revealed that, compared with those in the low-risk group, the upregulated DEGs in the high-risk group were enriched mainly in neuroactive ligand−receptor interactions, metabolism of xenobiotics by cytochrome P450, and the estrogen signaling pathway (**Figure 4E**); the downregulated genes were enriched primarily in the cAMP signaling pathway, the PPAR signaling pathway, and regulation of lipolysis in adipocytes (**Figure 4F**). To further explore differences between the two groups, we performed GSVA. Pathways such as the mitotic spindle, G2M checkpoint, and Myc targets were significantly upregulated in the high-risk group, whereas pathways such as the p53 pathway, xenobiotic metabolism, and myogenesis were significantly upregulated in the low-risk group (**Figure 4G**).

**Figure 4:**
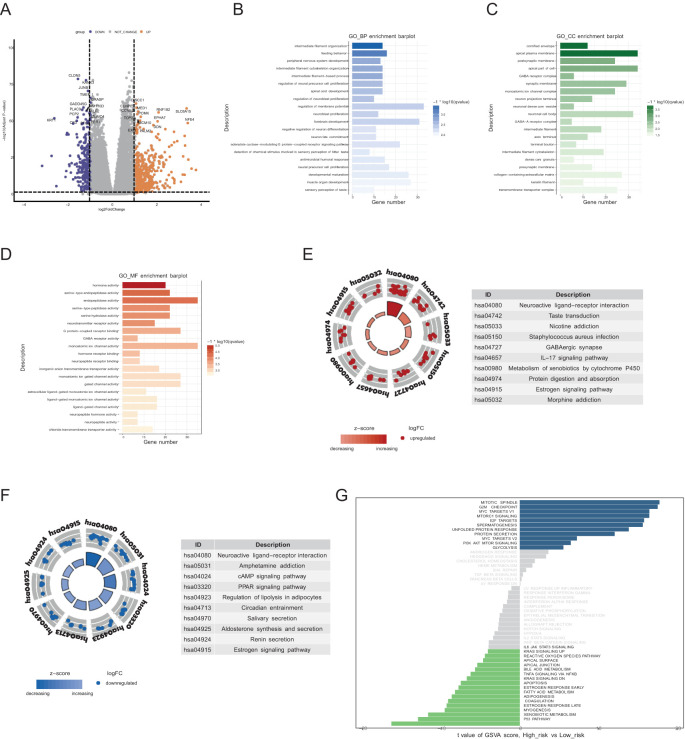
Biological processes and pathway activation states. **(A)** Volcano plot of DEGs comparing the high-risk group to the low-risk group. **(B-D)** GO terms of the BP, CC, and MF categories enriched in the DEGs. The top 20 enriched pathways are displayed for each category. **(E, F)** KEGG analysis of the two risk groups. The top 10 enriched pathways are displayed for each category in upregulated DEGs **(E)** and downregulated DEGs **(F)**. **(G)** GSVA of the two risk groups. The blue blocks represent pathways significantly upregulated in the high-risk group, while the green blocks represent pathways significantly upregulated in the low-risk group.

### 3.5 The immune landscape of the high-risk and low-risk groups

Owing to the close interaction between the DDR and the immune system in tumor cells, we analyzed immune infiltration differences among patients classified by this DDR gene-related risk score. First, we examined five immune-related gene sets—chemokines, chemokine receptors, MHC, immunoinhibitors, and immunostimulators. In the overall cohort, genes such as CCL14, CCL16, CCR10, TGFB1, TMEM173, and TNFSF13 were significantly upregulated in the low-risk group (**Figure 5A**). Similarly, in the TNBC cohort, the immune signature genes were consistently overexpressed in the low-risk group compared with the high-risk group (**Figure 5C**). Additionally, we used several algorithms such as TIMER, CIBERSORT, CIBERSORT-ABS, MCPCOUNTER, QUANTISEQ, EPIC, and XCELL to compare immune cell composition and infiltration levels between the two groups (**Figures 5B, D**).

**Figure 5:**
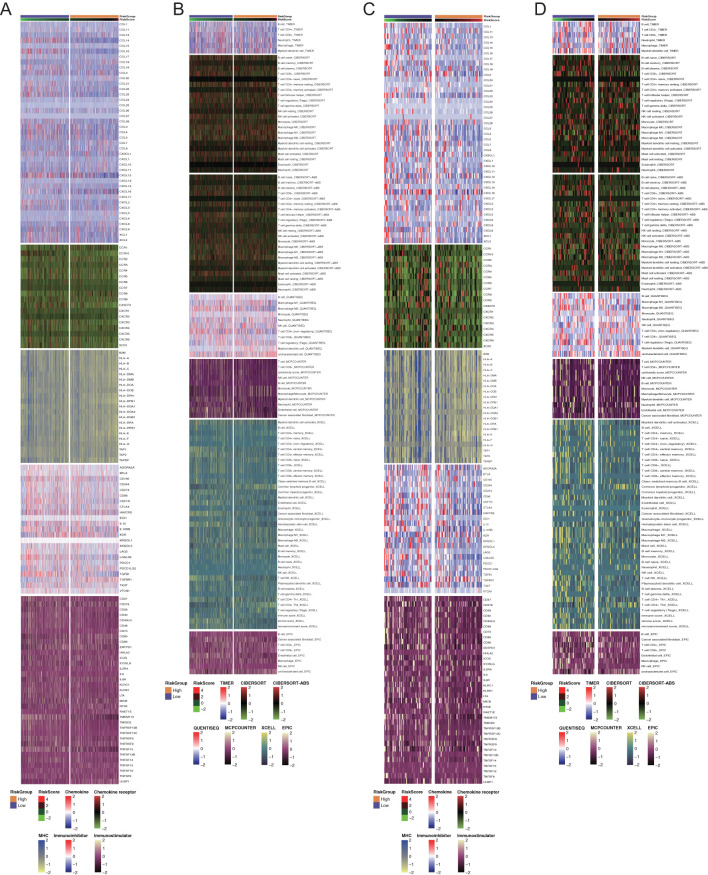
Immune profiling of the two groups in all breast cancers and triple-negative breast cancers. **(A, C)** Heatmaps of differential immune-related genes among the overall patients and TNBC patients among two risk groups. Each section with different color represented different set of genes. **(B, D)** Heatmaps of tumor-related infiltrating immune cells based on TIMER, CIBERSORT, CIBERSORT-ABS, MCPCOUNTER, QUANTISEQ, EPIC, and XCELL algorithms among the overall patients and TNBC patients among two risk groups. Each section with different color represented different algorithms.

Next, we evaluated tumor purity across risk groups. In both the overall cohort and the TNBC cohort, the ESTIMATE score and immune score were significantly lower in the high-risk group, indicating reduced immune infiltration and a higher proportion of tumor cells in the tumor microenvironment of the high-risk group (**Figures 6A–C, F–H**). In the overall cohort, the low-risk group showed higher infiltration of CD8+ T cells, activated NK cells, mast cells, and follicular helper T cells (**Figures 6D, E**). Similarly, in the TNBC cohort, overall immune cell infiltration was greater in the low-risk group, particularly for CD8+ T cells, regulatory T cells (Tregs), and activated NK cells (**Figures 6I, J**).

**Figure 6:**
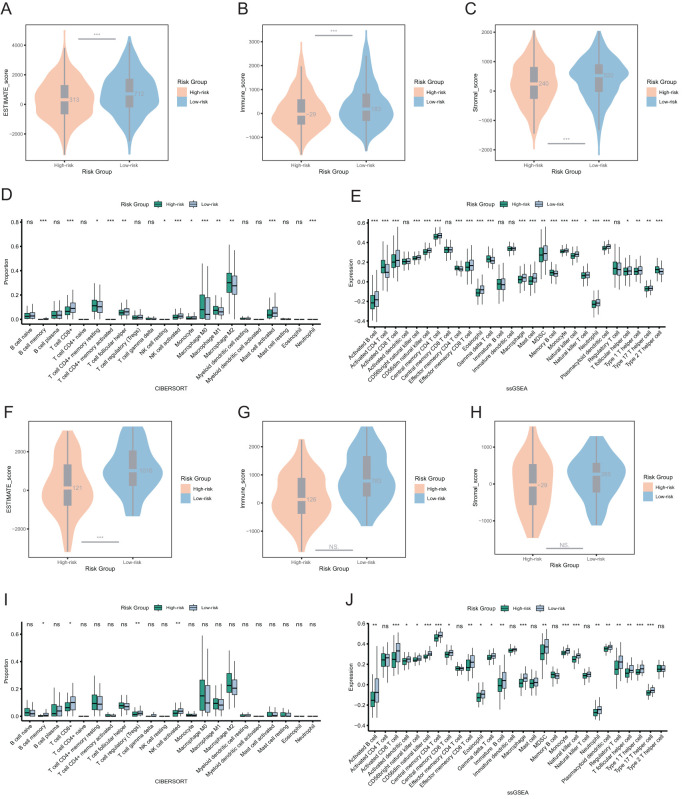
Immune landscapes and tumor purity in two risk groups. **(A)** Comparison of ESTIMATE score between two risk groups among the overall patients. **(B)** Comparison of immune score between two risk groups among the overall patients. **(C)** Comparison of stromal score between two risk groups among the overall patients. **(D, E)** The immune cell proportions between two risk groups among the overall patients through CIBERSORT and ssGSEA analysis. **(F)** Comparison of ESTIMATE score between two risk groups among the TNBC patients. **(G)** Comparison of immune score between two risk groups among the TNBC patients. **(H)** Comparison of stromal score between two risk groups among the TNBC patients. **(I, J)** The immune cell proportions between two risk groups among the TNBC patients through CIBERSORT and ssGSEA analysis. ns *p*>0.05, * *p*<0.05, ** *p*<0.01, *** *p*<0.001.

These findings suggested that breast cancer patients with high-risk scores have lower immune cell infiltration. Conversely, patients with low-risk scores, especially those with TNBC, may be more sensitive to immunotherapy.

### 3.6 Analysis of drug sensitivity in high- and low-risk groups

We further investigated the therapeutic responses of patients in two risk groups to other DNA damage drugs and genome stability-related drugs. In both overall breast cancer and TNBC patients, the high-risk group exhibited significantly lower drug sensitivity compared to the low-risk group (**Figure 7** and **Supplementary Figure S1**). Specifically, notable differences were observed in sensitivity to the platinum drug oxaliplatin, the topoisomerase inhibitors irinotecan and topotecan, the PARP inhibitor talazoparib, and the cytarabine derivative gemcitabine. These differences were statistically significant among all breast cancer patients (**Figure 7A**) and TNBC patients (**Figure 7B**). The findings were validated using the independent dataset GSE20685 (**Supplementary Table S3**), which confirmed that the high-risk group defined by this risk score model has reduced sensitivity to DNA damage-related drugs. This risk score may serve as a valuable tool for guiding drug selection in breast cancer treatment.

**Figure 7:**
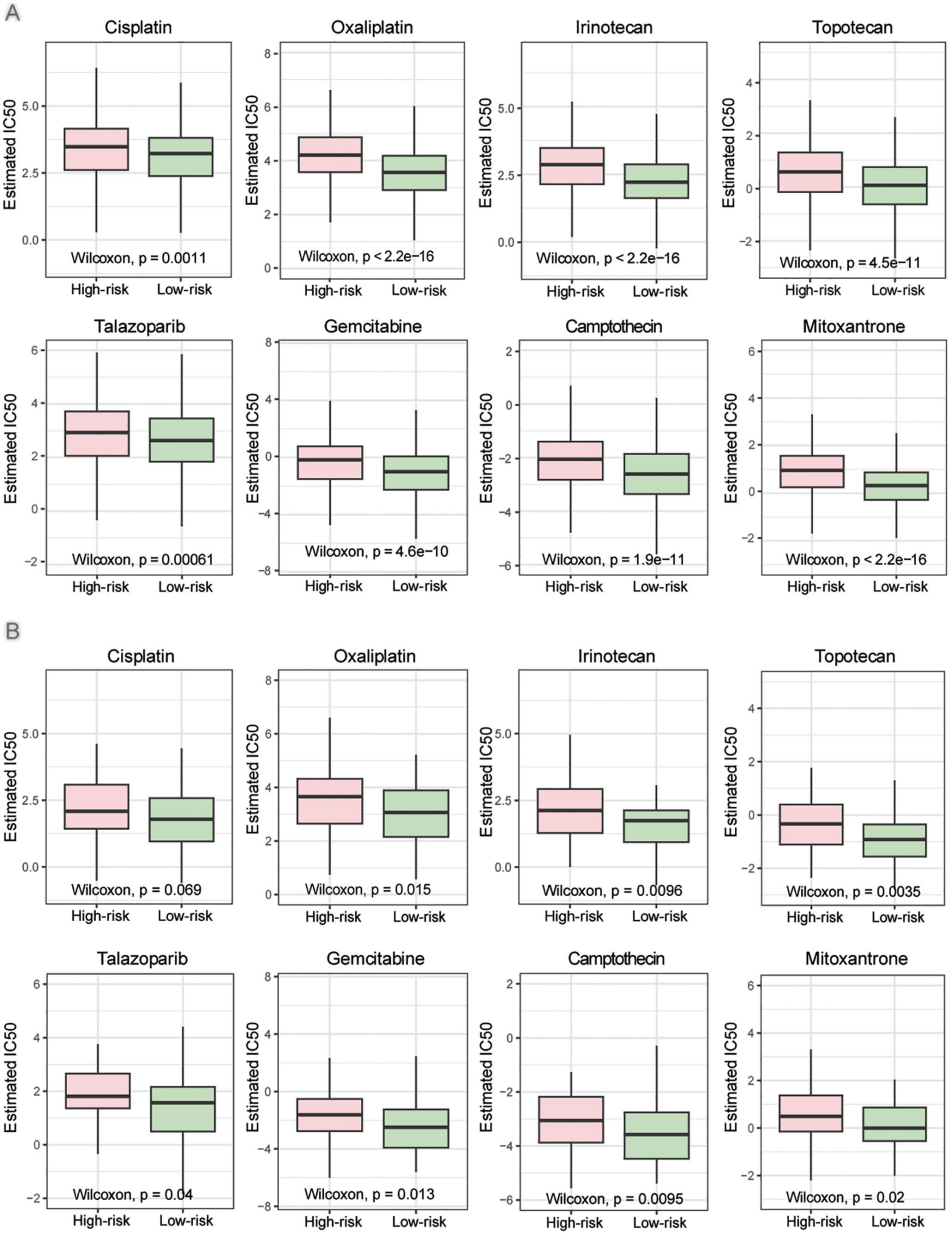
Drug sensitivity in high- and low-risk groups. **(A)** Estimated IC50 of the indicated drugs among two risk groups in the overall patients. **(B)** Estimated IC50 of the indicated drugs among two risk groups in the TNBC patients. The statistical test was the ‘Wilcoxon test’.

### 3.7 The role of the hub gene TONSL

To further understand the role of these DDR genes in cellular regulation, we selected TONSL for exploration. TONSL exhibited the highest hazard ratios among the model genes significantly overexpressed in tumor tissues and was associated with OS in breast cancer patients (**Figure 3B**, **Supplementary Table S1**). We then successfully knocked down TONSL in MDA-MB-231 cells via shRNA (**Figure 8A**). CCK8 assays showed that TONSL knockdown significantly increase cell sensitivity to carboplatin (**Figure 8B**) and olaparib (**Figure 8C**) compared to control cells. Comet assay revealed reduced DNA repair efficiency in TONSL-knockdown cells following carboplatin treatment (**Figure 8D**). In the mouse xenograft tumor models, tumors with reduced TONSL expression showed an improved response to carboplatin, resulting in smaller tumor sizes compared to the control group (**Figures 8E, F**). To investigate the potential regulatory role of TONSL in DNA damage repair, we referenced studies (32, 33) and validated key gene expressions via RT-PCR. TONSL knockdown significantly reduced the expression of FANCD1 and XRCC2, both key players in the Fanconi anemia and homologous recombination repair pathways, while DDB2 and NEIL3 showed no statistically changes (**Figure 8G**). Immunofluorescence staining indicated an increase in nuclear γH2AX foci, a DNA damage marker, in TONSL-knockdown cells (**Figure 8H**). Additionally, these cells exhibited elevated PAR chain production, γH2AX levels, and cleaved caspase-3 expression following treatment (**Figure 8I**). These results collectively suggest that TONSL enhances DNA repair by regulating FANCD1 and XRCC2 expression and that its reduction sensitizes breast cancer cells to carboplatin.

**Figure 8:**
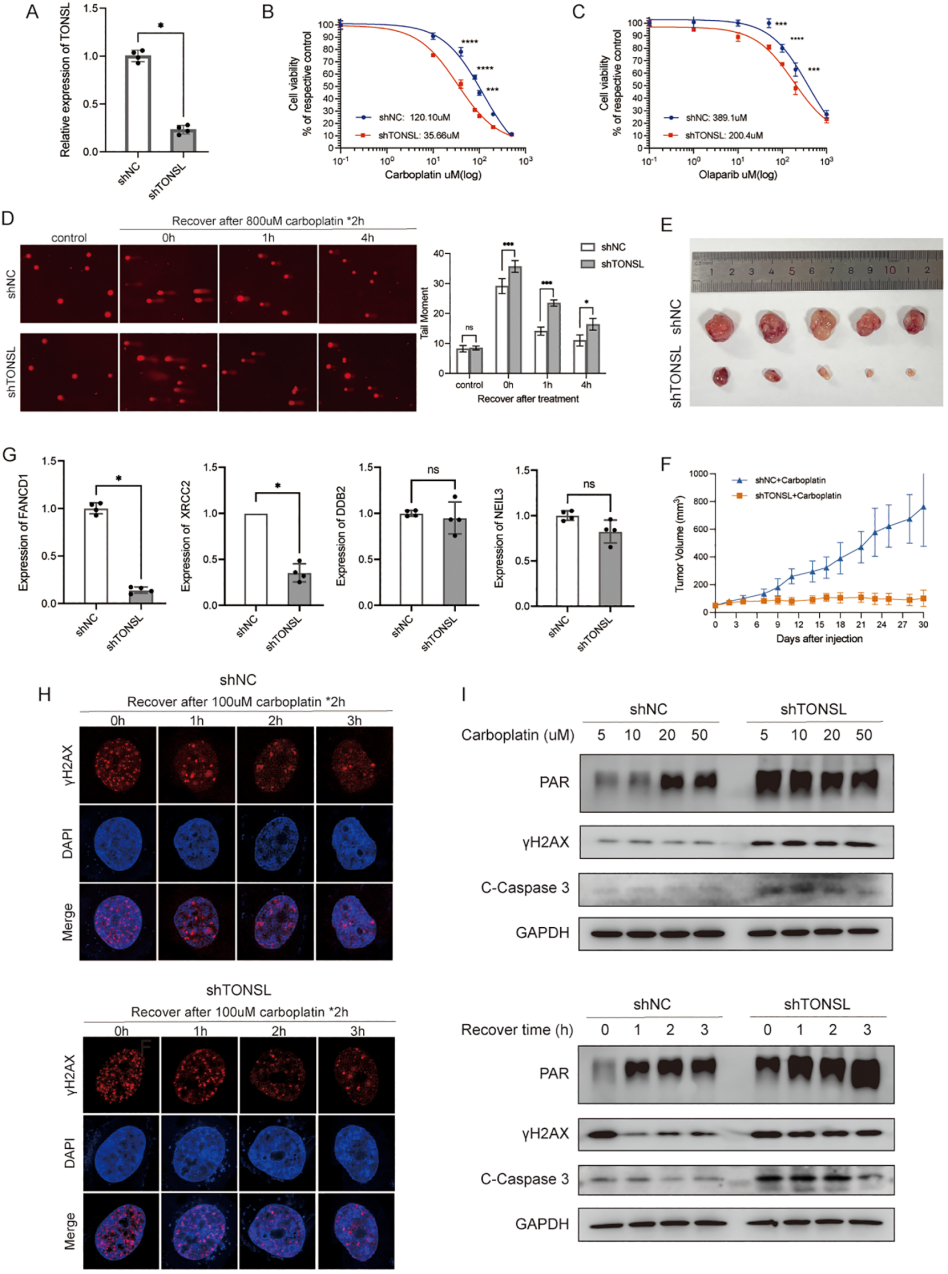
The role of gene TONSL in DNA damage response. **(A)** RT-qPCR of knockdown efficiency of TONSL in MDA-MB-231 cells. **(B, C)** The cell viability of MDA-MB-231 reciving carboplatin and olaparib with or without TONSL knockdown. **(D)** Comet assay of shNC cells with 0h, 1h, 4h recovery time after treatment compared with shTONSL cells and quantitative analysis of tail moment. **(E)** Subcutaneous transplantation tumor isolates. **(F)** Tumor growth of shNC/shTONSL MDA-MB-231 cells in vivo with injection of carboplatin. **(G)** RT-qPCR of FANCD1, XRCC2, DDB2 and NEIL3 between shNC/shTONSL MDA-MB-231 cells. **(H)** Immunofluorescence staining of γH2AX with different recovery time after carboplatin treatment in shNC and shTONSL cells. **(I)** Western blot of cells treated with different doses of carboplatin for two hours or recovered for different time after same treatment of carboplatin. ns *p*>0.05, * *p*<0.05, *** *p*<0.001, **** *p*<0.0001.

We also performed single-cell analysis to investigate TONSL expression across different cell types. Thirteen major cell types were identified on the basis of characteristic gene expression (**Figure 9A**). Among these 13 cell types, TONSL was expressed primarily in dendritic cells (DCs) and epithelial cells (**Figure 9B**). High expression was observed in epithelial cells across normal, ER+ breast cancer, HER2+ breast cancer, and TNBC tissues (**Figures 9C–G**). Notably, TONSL was specifically overexpressed in DCs within the TNBC population (**Figure 9F**).

**Figure 9:**
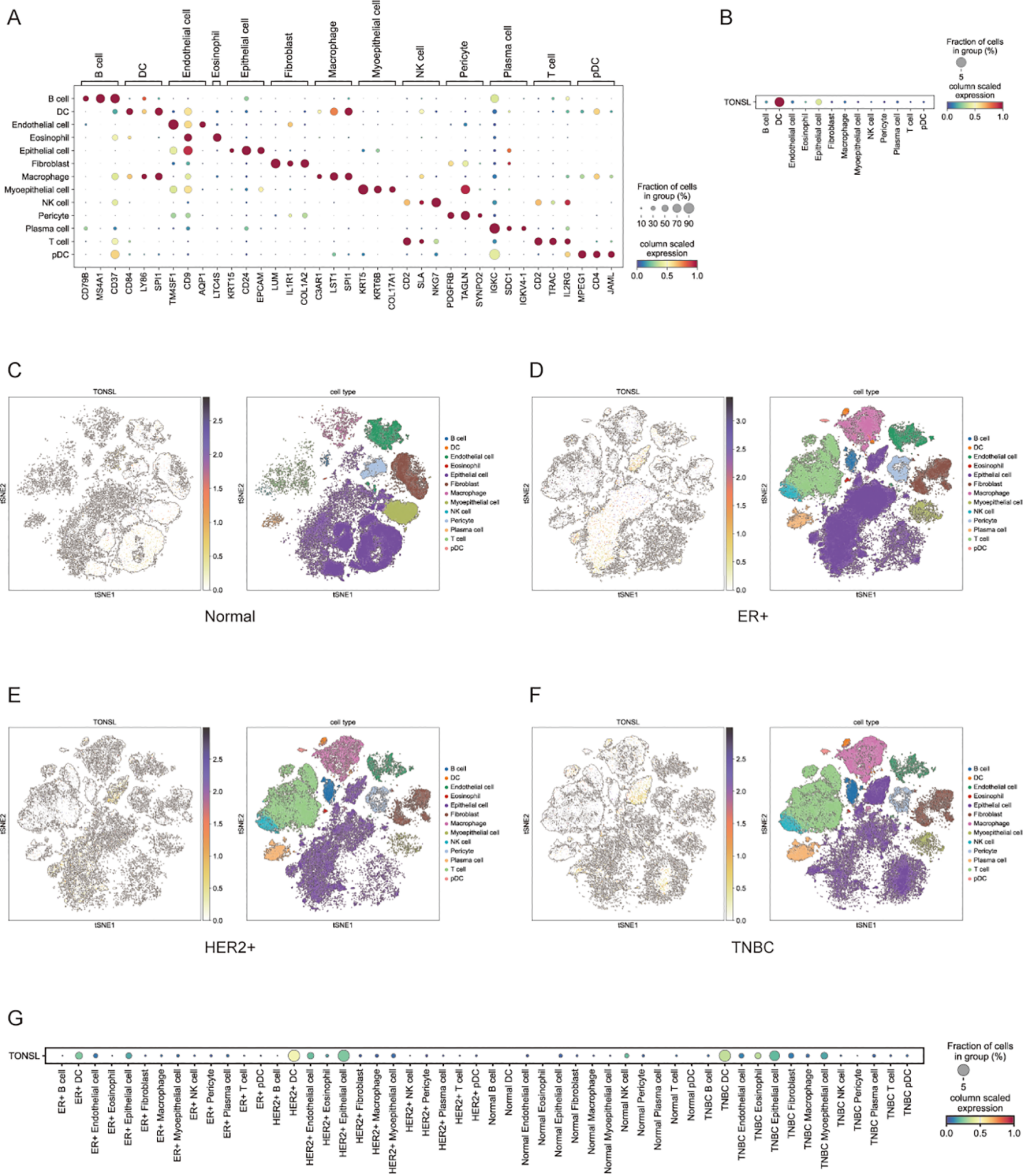
Expression of TONSL in different cell types. **(A)** Major cell types based on characteristic gene expression. **(B)** Expression of TONSL in 13 cell types. **(C-F)** tSNE plot of intratumoral immune cells and TONSL showing the correlation between infiltration of different immune cells and TONSL expression across normal tissue, ER+ breast cancer, HER2+ breast cancer and TNBC. **(G)** Dot plot of expression of TONSL through major cell types in tissues among normal and different molecular subtype.

## 4 Discussion

As the most prevalent malignant tumor among women worldwide, breast cancer urgently requires treatment strategies that improve prognosis and enhance quality of life. Carboplatin, a DNA cross-linking agent that induces DNA strand breaks, is one of the first-line treatments for breast cancer, particularly for TNBC patients. However, resistance to carboplatin remains a significant clinical challenge, often resulting in tumor recurrence and metastasis. The development of a prognostic model holds considerable clinical relevance. By integrating key genes associated with drug resistance, prognosis, and tumor biology, the risk score system enables precise stratification of patients into high- and low-risk groups. This stratification not only aids in predicting prognosis but also identifies individuals who may benefit from tailored therapeutic interventions (34, 35). A DDR gene model associated with carboplatin resistance could serve dual purpose. On one hand, it may help predict prognosis and identify high-risk breast cancer patients with potential carboplatin resistance, who may benefit from alternative therapeutic strategies. This allows real-time monitoring of drug efficacy and timely adjustments to treatment regimens to prevent resistance and disease progression. On the other hand, it provides an assessment of prognostic risk, enabling personalized follow-up management strategies. High-risk patients, as identified by the model, would require more frequent follow-up and monitoring to prevent adverse events and improve long-term outcomes. Thus, such a model could significantly enhance personalized care in breast cancer management, particularly for patients with limited responsiveness to platinum-based and DNA-damaging agents.

In addition to conventional factors affecting drug sensitivity—such as drug accumulation, drug efflux, factors that prevent drugs from interacting with their targets, pathways that eliminate target damage, and those involved in the cellular damage response (36, 37)—the molecular mechanisms of drug resistance play a more direct role in determining clinical outcomes. These mechanisms are the primary focus of current research aimed at addressing and overcoming platinum resistance. In this study, on the basis of transcriptomic data from our 3D-culture carboplatin-resistant model, we constructed and validated a risk score model. Using this model, breast cancer patients were stratified into high- and low-risk groups. Patients in the high-risk group exhibited significantly worse prognoses compared with those in the low-risk group. We further analyzed the DEGs, enriched pathways, and biological functions between the two groups. These findings provide insights into the molecular mechanisms underlying carboplatin resistance and suggest potential avenues for therapeutic intervention.

The immune microenvironment plays multiple roles *in vivo*, influencing various physiological processes such as inflammation, tissue repair, and immune surveillance. It also regulates tumor growth and metastasis, making it a valuable therapeutic target. For instance, modulating the inflammatory immune microenvironment has been shown to promote healing in muscle injuries (38). In tumors, based on immune infiltration levels, they can be classified as immune-cold or immune-inflamed. Transforming the immune microenvironment of immune-cold tumors and enhancing immune cell activity can bolster the immune system’s ability to attack tumors, thereby improving drug response and survival outcomes (39, 40). DNA damage has been shown to trigger innate immune responses, largely due to the accumulation of nuclear DNA in the cytoplasm (41, 42). A hallmark of malignant tumors is genomic instability (43), where DNA double-strand breaks and replication stress continuously drive chromosomal instability (44). This process is closely associated with the activation of the interferon gene (STING) pathway, which is mediated by the cGAS sensor protein that stimulates cytoplasmic DNA, forming a crucial node between cancer cells and the immune microenvironment (45). Conversely, an activated innate immune system can suppress tumorigenesis by eliminating senescent cells with oncogene activation or chronic DNA damage through the production of reactive oxygen species (ROS) and reactive nitrogen species (RNS) (46, 47). Therefore, we further analyzed immune infiltration levels and drug sensitivity across different risk score populations. Compared with the high-risk group, the low-risk group exhibited higher levels of immune infiltration, especially of CD8+ T cells and NK cells, as well as greater sensitivity to DNA damage-related drugs. CD8+ T cells and NK cells are pivotal players in tumor immunity. Tumor-specific CD8+ T cells recognize and eliminate cancer cells by detecting tumor-derived peptides presented on MHC I molecules through their T-cell receptors (48). NK cells identify tumor cells via germline-encoded activating receptors, and most circulating NK cells exist in a cytotoxic effector state, enabling NK cells to mount antitumor immune responses at early stages (49). These two cell types exhibit complementary roles in tumor immune response (50). Among patients in high-risk group, reduced immune infiltration suggests potential benefits from combination immunotherapies, such as PD-1/PD-L1 inhibitors, targeted suppression of inhibitory cytokines, cancer vaccines, or autologous immune cell infusions, may enhance antitumor efficacy (50). Recent advancements have also led to the development of cancer vaccines capable of inducing dual antitumor responses from T cells and NK cells (51). Therefore, the CBRD risk score system may provide potential predictive value for combination immunotherapy strategies, particularly for high-risk breast cancer patients with diminished immune infiltration.

Among the genes identified in our constructed models, we focused particularly on TONSL, which encodes the Tonsoku-like DNA repair protein. TONSL has emerged as a crucial player in homologous recombination (HR), replication fork repair, and chromatin formation (52–55). It is amplified in approximately 20% of breast cancers (56) and plays a pivotal role in addressing replication stress and DNA double-strand break (DSB) repair, particularly within the HR pathway (53). Previous studies have highlighted TONSL’s role in promoting tumorigenesis, with its overexpression upregulates DNA repair-related genes in pathways such as HR and Fanconi anemia, conferring resistance to damage (32). Through a series of functional cell experiments, we demonstrated that TONSL knockdown increases sensitivity to carboplatin and olaparib, decreases the repair efficiency for carboplatin-induced damage, and improves therapeutic efficacy. We also performed single-cell analysis to determine the expression of TONSL in the tumor immune microenvironment. Single-cell sequencing technology has become increasingly refined, providing valuable insights into various diseases and playing a crucial role in exploring cellular heterogeneity within tumor tissues (57). Traditional bulk RNA sequencing analyzes the average transcriptome of all cells within a sample, potentially masking transcriptional differences specific to certain cell types. In contrast, single-cell sequencing enables the analysis of gene expression at the individual cell level, revealing cell-to-cell communication pathways and uncovering unique cellular states within tumors. It offers a more precise understanding of the tumor microenvironment (58). Notably, TONSL is specifically overexpressed in DCs within TNBC compared with normal tissues and other subtypes. In summary, TONSL plays a significant role in tumor resistance to DNA-damaging drugs, potentially participating in the regulation of the immune microenvironment.

Among the remaining genes, studies have shown that FBXO6 can enhance sensitivity to platinum-based drugs by inhibiting CHK1 (59) and promote sensitivity to radiotherapy by mediating ubiquitination of CD147 (60). XRCC1 is a critical DNA damage repair gene involved in various repair pathways. It mediates the recruitment of PARP1 and PARP1 to sites of DNA damage and promotes resistance to platinum-based drugs (61, 62). RRM2B is typically associated with maintaining mitochondrial DNA stability (63); however, studies suggest that RRM2B is also amplified in various tumors, impacting DNA damage repair and treatment responses. NONO negatively correlates with cisplatin reactivity by regulating STAT3 activity (64). DDB2 is identified as a protein involved in nucleotide excision repair (NER), but it is not required for repairing platinum-induced DNA damage. Thus, its high expression may enhance sensitivity to platinum-based drugs (65). GADD45A is involved in DNA repair, cell cycle arrest, and apoptosis. Sustained expression of GADD45A might increase cellular sensitivity to cisplatin (66).

Specifically, this study employed a 3D culture system to construct a resistance model combined with public database for joint analysis. Compared to previous studies that typically relied solely on public database, this research demonstrated methodological innovation. The data integrated both *in vivo* and *in vitro* information, with the 3D culture model encompassing interactions among various cell types and extracellular components (67). This approach more comprehensively reflected the physiological conditions of the tumor microenvironment, providing a more holistic perspective for the study and enhancing the translational applicability of the findings.

However, this study still has certain limitations. First, the dataset sources originate primarily from cell lines and public databases, which were not fully represent the complexity and heterogeneity of human tumors. Secondly, clinical and genomic data from patients treated with carboplatin monotherapy were lacking, which hindered our ability to directly elucidate the prognostic value of platinum-resistance-related genes and enhance the robustness of our findings. Thirdly, the method for the construction of the risk model had potential constraints, such as bias in included variables, over-compression of coefficients, selection bias of regularization parameters, and instability in variable selection.

In summary, on the basis of transcriptomic data from the constructed 3D carboplatin resistance model, we established a DDR-related risk assessment model. This model not only has predictive value for prognosis but may also reveal immune infiltration, aiding in the further assessment of patients’ sensitivity to DNA-damaging drugs and the potential benefits of immunotherapy.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE280942.

How the deposited data were processed for this re-analysis (not part of the article)

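RNA from MDA-MB-231 cells in 3D culture was sequenced in 3 carboplatin-resistant samples (100 µM carboplatin) and 3 carboplatin-sensitive samples (0 µM), all at 15 days. The authors extracted RNA, captured mRNA by its poly(A) tail, made and sequenced libraries, and deposited raw counts of reads per gene, with whole numbers in each of the 6 samples and no normalization. The paper's text does not name the aligner, the counting tool, their versions, the genome build, the gene annotation or the use of strand for these samples. Samples were assigned to groups from their labels and the paper, and the columns of the table carry the group and the replicate number.

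The table lists 58735 genes, of which 25442 have no count in any sample. In the table, the names of 23 tested genes read as dates, and these genes were followed by their Ensembl identifiers. Coordinates, genomic span, transcript length and GC content were taken from GENCODE release 44 (GRCh38) for the Ensembl canonical transcript. Of the tested genes, 16091 (99.5%) were matched by identifier. Since the authors' annotation is not named, these coordinates are those of the reference used here.

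Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept with filterByExpr (minimum count 10), which left 16171 genes, and normalized with the TMM method. The groups were compared with the quasi-likelihood test (glmQLFit, glmQLFTest) with Benjamini-Hochberg adjustment over all tested genes. Genes with an adjusted p-value under 0.05 were taken as DEGs, with no minimum fold change, and standard errors were derived from the log2 fold change and the test statistic. CPM values are normalized with the TMM factors, and log2 CPM values use a prior count of 2. With 3 samples against 3, an exact permutation test of a single gene cannot give a p-value under 0.1. Total counts of 15955947 to 16861422 per sample set the precision of each value, and genes with few counts, such as BTG2 and GADD45G, are the least precise. Sequencing reads without molecular identifiers are not independent molecules.

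The genes named in the text are the 13 genes of the risk score, the 20 genes labelled in Fig. 2G, the 27 genes of Table S1, the genes of Fig. 8G, and the 5 genes with the largest rise and the 5 with the largest fall among DEGs with a mean log2 CPM of at least 3 and groups that do not overlap. Gene lists were compiled from gene symbols and naming patterns for ribosome biogenesis, tRNA processing, mitochondrial ribosomal proteins, serine/threonine kinases, cytosolic ribosomal proteins, complex I subunits, p53 target genes, interferon-stimulated genes and mitotic genes. They stand for processes, are not GO terms, and were tested with camera at a preset inter-gene correlation of 0.01, with fry and with an estimated correlation. The relation of log2 fold change to genomic span was measured as Spearman's rho across protein-coding genes, which are not independent replicates.

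Alternatives were DESeq2 1.42.0 (the tool named in the paper's methods) on the same genes and on all genes with a count, limma-voom with sample quality weights, other normalizations (RLE, upper quartile, library size only), other filters on low counts, an absolute log2 fold change of at least 1, each sample left out in turn, the replicate number as a block, removal of the trend of each sample with GC content or transcript length (lowess, span 0.3), and protein-coding genes only. In data simulated from the means and dispersions of the 16171 genes with 200 genes changed by 2 and 100 further genes shifted by 0.7 on the log2 scale, edgeR called 144 of the 200 genes and 6 unchanged genes, DESeq2 called 177 and 52 of 237 calls in all, and limma-voom called 134 and 8. With 0.25 times the dispersion all 3 called 195 of the 200 genes, with 16, 46 and 9 unchanged genes. A GC trend added to 1 simulated sample fell from 0.356 to 0.0054 log2 units per 10 percentage points of GC content after the correction, over 16091 genes.

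The published DDR gene list, the GO annotation, patient data, single-cell data and the knockdown and xenograft experiments were not analysed here.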

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

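The measures given here concern genes and gene lists that the paper does not discuss. For genomic span, the separate corrections for GC content and transcript length, the partial rho given both and the fit without resistant replicate 1 were planned as alternatives, but what each would show if it were the cause was written only after the result was seen. The removal of both trends together, used for the gene lists, was chosen only after the result was seen. The tests on expression level, untreated replicates, matched genes and the trends and poly(A) tails of histone genes were written before their values were computed. The reading of the small nuclear and small nucleolar RNA genes was changed to undecided after their value was seen.

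Long genes fell in the carboplatin-resistant samples. Across 13046 protein-coding genes, Spearman's rho between genomic span and log2 fold change was -0.539, and genes are not independent replicates. Of the 991 genes that span at least 200000 bp, 362 (36.5%) were downregulated DEGs and 7 (0.706%) were upregulated. Of the 2402 genes under 10000 bp, 51 (2.12%) were downregulated and 609 (25.4%) upregulated. Long genes also have long transcripts and lower GC content, which can shift with RNA integrity or library preparation: rho with log2 fold change was -0.518 for transcript length and 0.457 for GC content. These trends alone are argued against as the whole cause. After removal of the GC trend of each sample rho was -0.424, after removal of the transcript length trend it was -0.32, and the partial rho given both was -0.281. It stayed at -0.276 when the mean expression of the gene was also held. Without resistant replicate 1 the plain rho was -0.466. Sensitive replicate 1 differed from sensitive replicates 2 and 3 along transcript length (rho 0.289) and GC content (rho -0.254), but its partial rho with span was 0.027, against -0.219, -0.256 and -0.288 in resistant replicates 1, 2 and 3. Carboplatin crosslinks DNA, and a block of transcript elongation may lower long genes most. In 1412 genes from the middle of the ranges of transcript length and GC content, the median log2 fold change fell from 0.25 in the genes with the shortest spans to -0.40 in those with the longest, a difference of -0.651, with -0.866, -0.588 and -0.626 in resistant replicates 1, 2 and 3. This is what the hypothesis needs, found and tested on the same 6 samples. The matching was not complete. From the shortest to the longest spans, median transcript length rose from 3185 to 3507 bases and median GC content fell from 49.7% to 47.3%. Both go with lower log2 fold changes, and their part in the difference was not measured. Other differences between cells grown with and without carboplatin for 15 days, such as growth rate, stay open and untested. Of the 10 splits of the 6 samples only 1, the real grouping, had a rho of this size, but the split that exchanges resistant replicate 2 with sensitive replicate 3 came close with -0.53. Splits that kept resistant replicate 1 with another resistant replicate had rho from -0.435 to -0.53, and this measure alone hardly separates the real grouping from them. Splits that put resistant replicate 1 with sensitive samples only had rho 0.026, 0.005 and -0.118. The 10 splits cannot bring a share under 0.1.

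The 5 genes with the largest falls were CDH4 (log2 fold change -4.02), SORCS2 (-3.77), ANK2 (-3.66), DIAPH2 (-3.48) and CLMN (-3.42). They span 137969 to 920286 bp, and all but CLMN, the shortest of them, belong to the genes of at least 200000 bp described above. DIAPH2 contains RPA4 on the same strand. Over all alternatives the log2 fold change stayed between -4.52 and -3.08 for CDH4 and between -3.56 and -2.17 for CLMN, so removal of the trends with GC content and transcript length did not bring them near 0. The 5 largest rises were those of MMP3 (4.21), HIST1H1C (4.01), HIST1H4H (3.71), APOE (3.21) and SPHK1 (3.18), which span 731 to 11277 bp. Over all alternatives MMP3 stayed between 3.54 and 4.65 and APOE between 2.31 and 3.50. Without sensitive replicate 2 none of MMP3 (adjusted p 0.0837), APOE (adjusted p 0.096) and HIST1H1C passed 0.05, while their direction held. In the edgeR fits that each left out 1 sample, the largest adjusted p also exceeded 0.05 for SPHK1 (0.0674), CDH4 (0.0529) and SORCS2 (0.0633). It stayed at 0.0479 for HIST1H4H, ANK2, DIAPH2 and CLMN. Total counts per sample lay within 15955947 to 16861422, and the 20 most abundant genes took 10.6% to 12.9% of the counts in resistant and 10.8% to 13.9% in sensitive samples, so neither depth nor a few abundant genes separated the groups. No biological explanation beyond the treatment was tested for these genes.

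Histone genes rose together, a pattern noticed after the values of HIST1H1C and HIST1H4H were seen. All 17 tested protein-coding genes named HIST had a positive log2 fold change, with a median of 3.082, and 15 were upregulated DEGs. The medians of their log2 differences were 3.00, 2.77 and 3.24 in resistant replicates 1, 2 and 3, and 17 of 17 stayed positive under all 4 normalizations and with each sample left out. The number of upregulated DEGs among them fell to 2 without sensitive replicate 2. Trends with transcript length and GC content are argued against as the whole cause, since the median was 2.288 in the 16 genes that could be corrected for both. Many histone transcripts carry no poly(A) tail, so that weaker poly(A) selection is a candidate explanation. The 15 tested genes of small nuclear and small nucleolar RNAs, which also lack a tail, had a median log2 fold change of 0.619, but lay at -0.41, 0.68 and 0.87 in resistant replicates 1, 2 and 3, with 2 upregulated and 1 downregulated DEGs. This explanation and a change in histone mRNA of the treated cells cannot be told apart, since these genes are few and go both ways. Near-identical copies can also exchange reads within the family, which leaves the rise of the family as a whole.

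The complex I subunit genes rose, with a median log2 fold change of 0.781 in 37 genes (adjusted p = 2.2e-05 from camera), and so did the cytosolic ribosomal protein genes, with a median of 0.542 in 82 genes (adjusted p = 0.000293 from camera). Both medians leaned on resistant replicate 1. For complex I the replicates lay at 1.33, 0.43 and 0.42, and the median without replicate 1 was 0.42. For the cytosolic ribosomal proteins they lay at 1.24, 0.21 and -0.07, and the median without replicate 1 was 0.11 (adjusted p = 0.24). Trends with transcript length and GC content together are a candidate explanation for the cytosolic ribosomal proteins, whose median fell to 0.139 (adjusted p = 0.319) after both were removed. They are argued against as the whole cause of the rise of complex I, whose median stayed at 0.582 (adjusted p = 0.00174). In 6 of the 10 splits of the 6 samples the p-value of complex I, and in 10 of 10 that of the cytosolic ribosomal proteins, was as small as in the real grouping, so the grouping by treatment does not stand out for either list. With fry neither list passed an adjusted p of 0.05 (0.0958 and 0.311). No biological explanation of these rises was tested, and neither was a link to the rise of genes with short spans.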

How the results depend on the processing

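All alternatives were set before the data were examined except the removal of GC and transcript length trends together, DESeq2 without resistant replicate 1, and the relation to span in each resistant replicate alone, which were chosen after seeing the data. Causes were not tested unless a value is given.

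The 3166 DEGs (1722 upregulated, 1444 downregulated) and the 9 called genes of Table S1 changed with the test. DESeq2 on the same genes called 5343 DEGs (2720 upregulated, 2623 downregulated) and 27 genes of Table S1, and on all genes with a count 4906 DEGs (2525 downregulated) and 19 genes. Limma-voom with sample weights called 10686 DEGs (5074 upregulated, 5612 downregulated) and 27 genes. Without a filter on low counts, 2630 genes were downregulated and 18 genes of Table S1 were called, and with protein-coding genes only 16 genes were called. DESeq2 without resistant replicate 1 called 6291 DEGs (2953 upregulated, 3338 downregulated) and 26 genes. All 3166 DEGs were among those of DESeq2 on the same genes and 3164 among those of limma-voom. With RLE or upper-quartile factors, a mean CPM of at least 1, an absolute log2 fold change of at least 1, GC correction, transcript length correction or protein-coding genes only, between 2543 and 4042 DEGs were called. The share of upregulated genes among DEGs was 54.4%, 66% when only library size was used (1909 upregulated, 984 downregulated) and 42.8% without the filter. No normalization moved the median log2 fold change of all genes beyond -0.037 to 0.009.

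Across the 6 fits that each left out 1 sample, there were from 14 to 5939 DEGs, from 2 to 2887 upregulated and from 12 to 3052 downregulated, with from 0 to 26 genes of Table S1 and from 0 to 20 genes labelled in Fig. 2G. Without sensitive replicate 2 there were 14 DEGs, without sensitive replicate 3 there were 26, without resistant replicate 2 there were 211, and without sensitive replicate 1 there were 344. Without resistant replicates 3 and 1 there were 4719 and 5939. The low numbers came with 4393 to 5186 genes at an unadjusted p-value under 0.05. Without sensitive replicates 2 and 3, 16 and 15 genes of Table S1 and all 20 genes of Fig. 2G had an unadjusted p-value under 0.05, although 0 were called in either list. The biological coefficient of variation within the resistant group was 0.44 with and 0.22 without replicate 1.

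The ribosome biogenesis and tRNA processing lists kept their direction and their side of the threshold under every alternative except camera with an estimated correlation. Their medians stayed between 0.55 and 0.83 and between 0.33 and 0.59. With the estimated correlation, ribosome biogenesis (median 0.66, adjusted p = 0.0835), tRNA processing (0.408, 0.0766), mitochondrial ribosomal proteins (0.86, 0.361), serine/threonine kinases (-0.364, 0.361), cytosolic ribosomal proteins (0.542, 0.637) and complex I (0.781, 0.381) did not pass 0.05. With fry, mitochondrial ribosomal proteins (0.86, 0.066), cytosolic ribosomal proteins (0.542, 0.311) and complex I (0.781, 0.0958) did not pass, and p53 target genes did (0.062, 0.00987). Since fry tests for any change within a list, this is no shift of the p53 target genes against other genes. With transcript length correction, the medians of kinases (-0.125, adjusted p = 0.36) and cytosolic ribosomal proteins (0.214, 0.445) no longer passed, and with GC content and transcript length corrected together they were -0.145 and 0.139. Cytosolic ribosomal proteins also failed with limma-voom (0.083) and with DESeq2 without resistant replicate 1 (0.106). Interferon-stimulated genes passed with DESeq2 on all genes (0.313) and GC correction (0.261). Mitotic genes passed with DESeq2 on all genes (-0.303), limma-voom (-0.433) and no filter (-0.311), and their median changed sign with GC correction (0.093). Across the fits that each left out 1 sample, the median ranged from 0.106 to 0.759 for cytosolic ribosomal proteins, from -0.049 to 0.107 for p53 target genes and from -0.474 to -0.114 for mitotic genes. The value of 0.106 was that without resistant replicate 1 (adjusted p = 0.24). Those of -0.049 and -0.474 were without resistant replicate 3, where the mitotic genes passed the threshold. In the same fits the median of interferon-stimulated genes ranged from 0.124, without resistant replicate 1, to 0.446. With limma-voom it was 0.017.

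The rho between genomic span and log2 fold change (-0.539) stayed negative under every alternative. It was -0.393 with DESeq2 on all genes with a count, -0.466 with limma-voom, -0.383 without the filter, -0.424 with GC correction, -0.32 with transcript length correction, -0.247 with both, -0.281 as a partial rho given both, -0.466 with DESeq2 without resistant replicate 1, and -0.425 for resistant replicate 3 alone. Across the fits that each left out 1 sample it ranged from -0.542 to -0.466, the latter without resistant replicate 1.

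The replicate numbers were also used as a block. Samples with the same number did not deviate together (correlations of deviations across genes -0.234, -0.115 and -0.193). With 3 samples per group and resistant replicate 1 far from its group, this cannot exclude a pairing. Neither the labels nor the paper's text says that the numbers mark pairs. With the replicate block there were 0 DEGs (0 upregulated, 0 downregulated, 0 in Table S1, 0 in Fig. 2G), with 4843 genes, 22 of Table S1 and 20 of Fig. 2G at an unadjusted p-value under 0.05. With the replicate block and GC correction there were 748 DEGs (279 upregulated, 469 downregulated), 1 gene of Table S1 and 7 of Fig. 2G, interferon-stimulated genes passed (0.252), the median of mitotic genes was 0.06, and rho with span was -0.423. With the replicate block and transcript length correction there were 162 DEGs (78 upregulated, 84 downregulated), 1 gene of Table S1 and 0 of Fig. 2G (18 at an unadjusted p-value under 0.05). Kinases (-0.147) and cytosolic ribosomal proteins (0.146) did not pass, mitotic genes did (-0.221), and rho was -0.321.

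Of the 57 genes named by the rule, DESeq2 on the same genes brought 19 past the threshold and took 0 below it, limma-voom brought 22, and no filter brought 12 and took 1 below it. GC and transcript length correction together brought 5 and took 4 below, among them FTO and ZRANB3. Leaving out sensitive replicate 2 took 31 below. The only named gene that changed sign was XRCC2 (log2 fold change 0.03), with 0 under DESeq2 on all genes with a count, -0.007 without the filter, -0.022 with the replicate block, and from -0.217 to 0.311 across the fits that each left out 1 sample (-0.057, -0.217, -0.08 and -0.064 without resistant replicates 2 and 3 and sensitive replicates 2 and 3). It passed the threshold as a rise with limma-voom (0.34), GC correction (0.591) and GC content and transcript length corrected together (0.737).

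Depth limits the genes with few counts. BTG2 had a mean of 0.621 CPM and GADD45G of 0.201 CPM in the sensitive samples, which at 16245526 to 16861422 counts per sample leaves few reads per gene.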

Differences from the paper's values

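All 27 genes of Table S1 are DEGs in the paper, since they were taken from the overlap with its DEGs, and 9 of the 27 were DEGs here. The paper gives no cutoff for these DEGs beyond a general p under 0.05, with no adjustment named. All 27 had an unadjusted p-value under 0.05 in the same edgeR quasi-likelihood test. So did 6317 genes in all, more than the paper's DEGs (about 4600, read by eye), so its cutoff stays open. Of the alternatives set before the data were examined, DESeq2 on the same genes and limma-voom with sample weights called 27, and edgeR without resistant replicate 1 called 26. Values within 1.5 times of the paper's 27 were also reached without resistant replicate 3 (21), with DESeq2 on all genes with a count (19) and without a filter on low counts (18). The other alternatives called between 0 and 16. DESeq2 is the tool that the paper's methods name. In data simulated with the estimated dispersion it called more changed genes than edgeR (177 against 144 of 200) and also more unchanged genes (52 against 6). With 0.25 times that dispersion both called 195 of 200, with 46 unchanged genes for DESeq2 against 16 for edgeR. The larger number is therefore not by itself the more accurate one. This simulation was 1 data set per dispersion, changed far fewer genes than were called here and gave both groups the same dispersion. In the real samples the biological coefficient of variation was 0.18 within the sensitive and 0.44 within the resistant group. The simulated share of unchanged genes among the calls thus does not carry over, and which number is closer stays open. DESeq2 without resistant replicate 1, chosen after seeing the values, called 26.

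The number of DEGs in the paper is about 4600 in Fig. 2E, read by eye, and 3166 here, which is less than 1.5 times apart. The settings that came closest were no filter on low counts (4595), leaving out resistant replicate 3 (4719) and DESeq2 on all genes with a count (4906).

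ATRX is marked as downregulated in Fig. 2G, and here it had an adjusted p of 0.0525 and a log2 fold change of -2.39. It passed 0.05 with DESeq2 on the same genes (0.00215) and on all genes (0.000861), limma-voom (4.97e-06), RLE normalization (0.0481), no filter (1.69e-05), a mean CPM of at least 1 (0.0499), GC correction (0.0259), transcript length correction (0.0348), and without resistant replicate 1 (0.00392) or 3 (0.0329). It also passed with GC content and transcript length corrected together (0.0205) and with DESeq2 without resistant replicate 1 (6.52e-09), both chosen after seeing the values.

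TONSL is among the genes that the paper takes from its DEGs, and here it had an adjusted p of 0.072. It passed 0.05 with DESeq2 on the same genes (0.0221), limma-voom (0.00108), transcript length correction (0.0311), protein-coding genes only (0.0472) and without resistant replicate 1 (0.0312). It also passed with GC content and transcript length corrected together (0.0327) and with DESeq2 without resistant replicate 1 (0.0121), both chosen after seeing the values. It did not pass with the other alternatives, where the adjusted p reached 0.596 with GC correction and 0.676 with GC correction and the replicate block.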

Other observations

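Of the tests given here, the trend of resistant replicate 1 with transcript length, the removal of GC content and transcript length trends together, and the tests on depth, the 13 risk score genes and the splits of the p53 target, interferon-stimulated and mitotic genes were chosen after the result was seen. Those on low-count genes with 0 counts and the other splits were set before. The genes with over 20 counts were added after. For a stronger response, the deciding value was moved from a correlation to the number of genes with 0 counts after both were seen.

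Resistant replicate 1 differed from resistant replicates 2 and 3 more than these differed from each other. It had counts on 18259 genes, against 24948 and 26433, at a similar total of 16006581 counts, so depth is argued against. Among 308 genes with a mean of 5 to 20 counts in the other resistant replicates and a rise of over 0.5 on the log2 scale there, 45 (14.6%) had 0 counts in replicate 1, while the same measure gave 0 of 251 genes for replicate 2 and 0 of 296 for replicate 3. In replicate 1 the share with 0 counts was higher in genes that changed little (28.4%) and highest in genes that fell in the other replicates (301 of 742, 40.6%), so it also followed the direction of the response. Among genes with a mean over 20 and up to 100 counts that rose in the other replicates, 56 of 1143 had 0 counts in replicate 1 and 0 in replicates 2 and 3. This is consistent with fewer captured molecules in that library. A stronger response to carboplatin alone is argued against by these 45 genes, since it would not empty genes that rose elsewhere. It stays open as a part, given the larger share of 40.6% in genes that fell. The difference between resistant replicates 1 and 2 correlated across genes with the change of replicate 3 from the sensitive samples (Pearson's r 0.187), and that between replicates 1 and 3 with the change of replicate 2 (r 0.399). The difference between resistant replicates 1 and 2 also correlated with that between sensitive replicates 2 and 1 (r 0.209), which itself ran against the change of resistant replicate 3 from sensitive replicate 3 (r -0.132), so these values do not settle what the differences share. The ratio of replicate 1 to the other two also fell with transcript length (rho -0.399, against -0.166 between replicates 2 and 3), which RNA integrity or fragment size could give. This ratio rose with GC content (rho 0.499), but so did the ratio of replicate 2 to replicate 3 (rho 0.431). Given transcript length and GC content, the partial rho of the ratio of replicate 1 with genomic span was -0.04.

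The shifts of the lists named at the enrichment differ in how far they follow such trends. With GC content and transcript length corrected together, ribosome biogenesis genes kept a median log2 fold change of 0.663 and mitochondrial ribosomal protein genes one of 0.448, so the trends are argued against as the whole cause of these rises. The serine/threonine kinase genes had -0.145 (adjusted p = 0.195, with 4.15e-05 to 0.361 over all alternatives), so these trends, technical or not, are a candidate explanation of their fall. Transcript length goes with genomic span, and the correction would also remove a biological loss of long transcripts. The trend with genomic span itself was not removed for any list. As a class, the 2402 protein-coding genes under 10000 bp had a median log2 fold change of 0.633. Whether the rises of these lists only follow that of genes with short spans was not tested.

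The 6 samples can be parted into groups of 3 in 10 ways, so no share can fall under 0.1. Only the real grouping, 1 of the 10 splits, gave as many DEGs as 3166, and the other 9 gave 0. It was also the only 1 of 10 with as many called genes of Table S1 and of Fig. 2G, and with as small a p-value for ribosome biogenesis, tRNA processing, serine/threonine kinases and p53 target genes. For mitochondrial ribosomal proteins, interferon-stimulated genes and mitotic genes, 4 of the 10 splits gave a p-value as small. This count of splits is too small to exclude chance by itself.

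The sign of a gene's coefficient in the risk score and its direction in the resistant samples often differed. Of the 7 genes with a coefficient above 0, 4 (TAOK1, RRM2B, FANCM and ZRANB3) were lower in the resistant samples, and all 6 genes with a coefficient below 0 were higher. The direction was against the sign for 10 of 13 genes, and for 10 under each alternative with a value for all 13. Chance over 13 genes is not excluded (exact two-sided binomial test, p = 0.0923). The coefficients come from survival of patients and the direction from a cell line, and no biological explanation was tested.

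The p53 target genes had a median log2 fold change of 0.06 (39 genes, adjusted p = 0.226 from camera), with 7 upregulated and 4 downregulated DEGs. The interferon-stimulated genes had 0.33 (50 genes, adjusted p = 0.122 from camera) and the mitotic genes -0.27 (74 genes, adjusted p = 0.156 from camera). The median of the interferon-stimulated genes leaned on resistant replicate 1, with 0.455, 0.09 and 0.084 in resistant replicates 1, 2 and 3. Without resistant replicate 1 it was 0.124. The paper measured BRCA2 (FANCD1), XRCC2, DDB2 and NEIL3 after TONSL knockdown (Fig. 8G). In the 3D cultures the log2 fold change between resistant and sensitive samples was -1.39 for BRCA2 (adjusted p = 0.306), 0.03 for XRCC2 (adjusted p = 0.958), 0.86 for DDB2 (adjusted p = 0.0795) and 0.64 for NEIL3 (adjusted p = 0.104), all from edgeR's quasi-likelihood test. All 4 genes depended on the setting. Over all alternatives BRCA2 ranged from -2.53 to -0.29 (adjusted p from 0.000915 to 0.709), with -2.53 without resistant replicate 3 and -0.82 without resistant replicate 1, and it passed 0.05 with limma-voom and without a filter on low counts. XRCC2 ranged from -0.22 to 0.74 (adjusted p from 0.0125 to 1) and passed as a rise with limma-voom, GC correction, and GC content and transcript length corrected together, the last chosen after seeing the data. DDB2 ranged from 0.28 to 1.04 (adjusted p from 0.000414 to 0.301) and passed with DESeq2 on the same genes, limma-voom, and without resistant replicate 1 or 3. NEIL3 ranged from 0.41 to 1.17 (adjusted p from 0.0147 to 0.315) and passed with limma-voom, GC correction, without resistant replicate 1, and with the 2 settings chosen after seeing the data. BRCA2 had 17.4 ± 18.0 CPM (SD, n = 3) in the resistant and 45.8 ± 15.4 CPM (SD, n = 3) in the sensitive samples.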
